# Vasoactive intestinal peptide controls the suprachiasmatic circadian clock network via ERK1/2 and DUSP4 signalling

**DOI:** 10.1038/s41467-019-08427-3

**Published:** 2019-02-01

**Authors:** Ryan Hamnett, Priya Crosby, Johanna E. Chesham, Michael H. Hastings

## Abstract

The suprachiasmatic nucleus (SCN) co-ordinates circadian behaviour and physiology in mammals. Its cell-autonomous circadian oscillations pivot around a well characterised transcriptional/translational feedback loop (TTFL), whilst the SCN circuit as a whole is synchronised to solar time by its retinorecipient cells that express and release vasoactive intestinal peptide (VIP). The cell-autonomous and circuit-level mechanisms whereby VIP synchronises the SCN are poorly understood. We show that SCN slices in organotypic culture demonstrate rapid and sustained circuit-level circadian responses to VIP that are mediated at a cell-autonomous level. This is accompanied by changes across a broad transcriptional network and by significant VIP-directed plasticity in the internal phasing of the cell-autonomous TTFL. Signalling via ERK1/2 and tuning by its negative regulator DUSP4 are critical elements of the VIP-directed circadian re-programming. In summary, we provide detailed mechanistic insight into VIP signal transduction in the SCN at the level of genes, cells and neural circuit.

## Abstract (web summary)

The suprachiasmatic nucleus (SCN) synchronises daily rhythms of behaviour and physiology to the light-dark cycle. Vasoactive intestinal peptide (VIP) is important for mediating SCN entrainment; however, the underlying mechanisms are incompletely understood. Here, the authors show that the effects of VIP on the SCN are mediated by ERK1/2 and DUSP4.

## Introduction

Circadian (~24 h) rhythms are intrinsic biological oscillations that organise behaviour and physiology into a 24 h programme that adapts an organism to daily environmental cycles. The molecular clockwork driving these rhythms in mammals is a cell-autonomous oscillator, built around a transcriptional–translational feedback loop (TTFL), in which positive factors CLOCK and BMAL1 drive transcription of *Period* and *Cryptochrome*. In turn, PER and CRY feedback to inhibit this transcription by CLOCK:BMAL1. Degradation of PER and CRY dissipates this inhibition and re-initiates the TTFL. Circadian time-keeping across the organism is hierarchical: most cells can maintain cell-autonomous TTFL rhythms but require co-ordination from the hypothalamic suprachiasmatic nucleus (SCN)^1^, the central pacemaker. The intrinsic oscillation of the SCN is entrained to the light:dark cycle by direct retinal innervation via the retinohypothalamic tract (RHT), and multi-synaptic projections from the SCN in turn synchronise peripheral clocks with the environment and with each other. When isolated in culture, cellular time-keeping in the SCN can persist indefinitely due to powerful circuit-level signalling. An understanding of the mechanistic basis of this signalling is therefore key to understanding the unique pacemaker role of the SCN.

The SCN expresses a diverse array of neuropeptides within regionally specific neuronal sub-populations^2–4^. Cells expressing vasoactive intestinal peptide (VIP) receive retinal innervation and project to strongly rhythmic cells expressing the VIP receptor, VPAC2. VIP signalling via VPAC2 is essential to maintain coherent time-keeping across the SCN network: loss of genes encoding VIP or VPAC2 compromises circadian behaviour and synchrony of the cellular TTFLs of the SCN^5–7^. Moreover, synchronous, high amplitude TTFL oscillations can be restored in VIP-deficient SCN by paracrine signals derived from co-cultured VIP-proficient SCN^8^. VIP/VPAC2 signalling is also important in retinal entrainment of the network. The circadian rhythm of retinorecipient cells (including VIP cells) in the SCN ‘core’ is proposed to be weakly rhythmic and so readily reset^9–12^ via release of glutamate and PACAP from the RHT^13^ and subsequent activation of various kinases^14^. These signals converge on Ca^2+^/cAMP response element (CRE)-binding protein (CREB), resulting in CRE-mediated transcription of genes^15,16^, including *Per1* and *Per2*^17^. Thus, retinal cues control the TTFL of VIP SCN neurons. These light-dependent changes are then conveyed to, and integrated with, the oscillation of the SCN ‘shell’. VIP signalling via the VPAC2 receptor is particularly important for this process^18,19^, with responses to light being attenuated in both VIP- and VPAC2-deficient mice^5,20^. Furthermore, application of VIP to SCN slices or injection in vivo acutely phase-shifts rhythms in SCN physiology and behaviour^21–24^.

Effective core-to-shell VIP/VPAC2 signalling is therefore critical for two fundamental properties of the SCN: sustained network-level oscillation and photic entrainment. Nevertheless, the underlying mechanisms are poorly understood. VIP may induce *Per1* and *Per2* transcription via pathways involving adenylate cyclase (AC), phospholipase C (PLC) and protein kinase A (PKA)^23,25,26^, but deeper understanding of the signalling cascade from VPAC2 activation to circadian gene transcription is lacking. Furthermore, phase shifting of the SCN and behavioural rhythmicity likely involves a complex and multigenic network^27^ beyond *Per1* and *Per2*. We therefore undertook a comprehensive characterisation of the molecular mechanisms through which VIP functions. Through application of VIP to SCN slices, we show that its effects on phase, period and amplitude of the circadian TTFL are cell-autonomous, can occur in the absence of an intact SCN network and involve appreciable plasticity within the TTFL. Transcriptomic profiling and pharmacological studies highlight the importance of CRE-mediated transcription in acute VIP signal transduction, particularly via the ERK1/2 cascade. Moreover, DUSP4, a negative regulator of ERK1/2, was identified from microarray analysis as a candidate regulator of the VIP response, and manipulations in vivo and ex vivo demonstrate an important role for DUSP4 in SCN responses to light and VIP. These results thereby reveal signalling pathways that underpin the network-level response of the SCN to VIP.

## Results

### VIP re-programmes the SCN through cell-autonomous mechanisms

To investigate the effect of VIP/VPAC2 signalling on circadian function, we applied VIP to organotypic SCN slices carrying the PER2::LUC TTFL reporter^28^ (Fig. 1a). VIP was delivered at circadian time (CT)10 (two hours before the peak of PER2::LUC, defined as CT12) when VIP has its maximal phase-resetting effect^23^. VIP phase-delayed the SCN circadian oscillation by up to 4 h (Fig. 1a, Supplementary Fig. 1a). This was preceded by acute induction (up to 1.5-fold) of PER2::LUC bioluminescence (Supplementary Fig. 1b), which was highly correlated with the magnitude of the subsequent phase shift (Fig. 1b). VIP also caused a sustained lengthening of circadian period (up to 1.5 h; Supplementary Fig. 1c), and reduced the amplitude of oscillation (up to 90%) (Supplementary Fig. 1d).

**Fig. 1:**
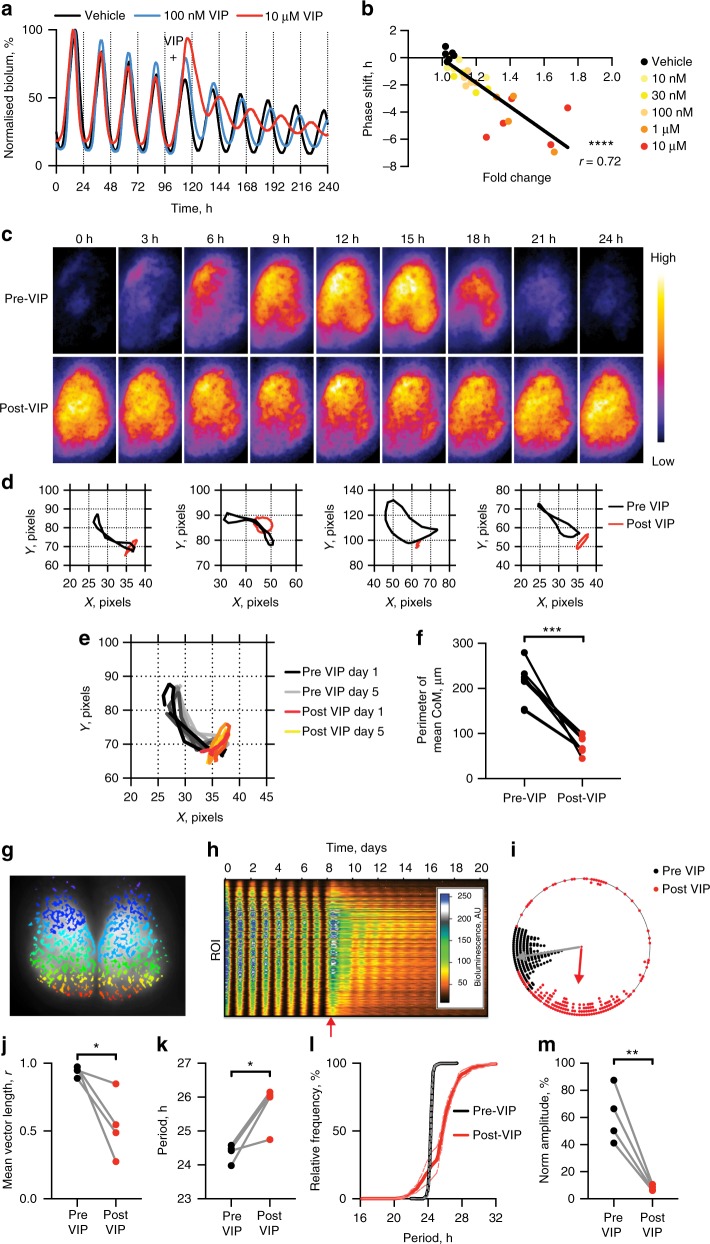
VIP re-programmes SCN circadian rhythmicity at the cell and circuit level. **a** Representative PER2::LUC bioluminescence rhythms of vehicle-, 100 nM VIP- or 10 µM VIP-treated slices. VIP was bath-applied at CT10 of the 5^th^ cycle (marked by plus). Bioluminescence has been normalised to the first peak. **b** Scatterplot of phase shifts vs. PER2::LUC fold induction following VIP treatment. Line represents computed linear regression. *n* = 4–6 slices per concentration of VIP, ****P < 0.0001, Pearson’s correlation. **c** CCD camera images of PER2::LUC bioluminescence rhythms of representative slice before and after 10 µM VIP. Each set of images has been separately adjusted for maximum contrast. **d** Mean centre of mass (CoM) path vectors for 4 independent SCN slices; means were calculated over 5 days in the given time window. **e** CoM path vectors over time for representative SCN before and after VIP. **f** Group perimeter measurements of CoM path vectors for SCN slices before and with VIP (paired *t*-test, ***P < 0.001). **g** Regions of interest (ROI) determined by SARFIA mapped onto phase image of representative SCN. **h**, **i** Representative raster plot (**h**) and associated Rayleigh plot (**i**) of PER2::LUC bioluminescence rhythms of SCN slices treated with 10 µM VIP imaged on CCD camera (slice in **g**) VIP treatment marked by arrow. **j** Length of Rayleigh plot vector (*n* = 4 slices, mean ± SEM, example in **g**–**i**) before and after VIP treatment. **k** Periods for all ROIs across the SCN slices (*n* = 4 slices, mean per slice ± SEM; paired *t*-test, *P < 0.05). **l** Relative cumulative frequency (*n* = 4 slices, mean ± SEM, %) of ROIs with a given period before and after VIP treatment. **m** Amplitude of all ROIs across the 4 SCN slices (mean per slice ± SEM; paired *t*-test, **P < 0.01)

Once established, the effects of VIP, particularly on amplitude, could not be reversed by media change: they represent a permanent re-programming of the SCN circuit (Supplementary Fig. 1e). The emergence of these effects was, however, progressive, with reduced amplitude established by only 2 h of VIP treatment, whereas sustained period lengthening required more than 6 h (Supplementary Fig. 1f–j). All effects of VIP were dose-dependent, and comparable dose-dependent effects were observed following treatment with the specific VPAC2 agonist Bay 55-9837^29^ at 50 nM or 5 µM (Supplementary Fig. 2a–f).

To compare the phase-shifting action of VIP with that of glutamate, the primary mediator of retinal input to the SCN core, we applied VIP or glutamate via droplet directly on to SCN slices at either CT10 or CT14. Whereas VIP caused significant phase shifts at both times, glutamate caused a phase shift only at CT14 (Supplementary Fig. 2g–i), consistent with previous reports^30,31^. Equally, VIP acutely induced PER2 at both time points but glutamate did so only at CT14 (Supplementary Fig. 2j). Furthermore, glutamate did not result in a subsequently reduced amplitude at either phase, in contrast to VIP (Supplementary Fig. 2k). Thus, the effects of VIP on the SCN clock network are distinct from those of glutamate (and by extension light), in terms of their phase-dependence and molecular consequences^23,31^.

Induction of PER2::LUC by VIP was not dependent on a functional TTFL, insofar as bioluminescence in arrhythmic *Cry1*^*−/−*^*Cry2*^*−/−*^ (CryDKO) SCN, which lack circadian organisation^8,32,33^, exhibited an immediate induction following addition of VIP (Supplementary Fig. 3a–c). Further, VIP application damped and smoothed the bioluminescent trace and significantly decreased the root mean square of PER2::LUC (Supplementary Fig. 3a, b, d), a measure of noise within the bioluminescent signal in CryDKO slices and thus analogous to amplitude in WT slices. Therefore, the molecular cascades whereby VIP acts within VPAC2-positive target cells to control the TTFL can function independently of the TTFL.

VIP could affect SCN rhythmicity by acting at the cellular and/or circuit levels. A significant feature of circuit-level time-keeping is the spatiotemporal wave of bioluminescence that reflects phase variations in clock gene expression within different regions of the SCN. To characterise the network-level effects of VIP, SCN slices were imaged on CCD camera (Fig. 1c, Supplementary Movie 1) and the spatiotemporal dynamics of PER2::LUC expression were analysed using centre of mass (CoM), which provides an integrated descriptor of the wave^34^, and thus the phase relationship between SCN sub-regions. All slices showed a clear and consistent disruption of the spatiotemporal wave immediately after VIP application (Fig. 1d, e), mirroring the effects of VIP cell activation with Gq DREADDS^34^. Not only was the range of the CoM reduced (Fig. 1f), but the directionality of the CoM was consistently altered from the stereotypical dorsomedial-ventrolateral to a more dorsolateral-ventromedial trajectory after VIP (Fig. 1d, e). This may be in part due to the dorsal tip of the slice displaying a high baseline of bioluminescence but very little oscillation (Fig. 1c). Thus, VIP affects the phase relationships between cellular oscillators within the SCN in a consistent, non-random manner.

To investigate the contribution of cell-autonomous actions of VIP, individual SCN cells were defined as regions of interest (ROIs, identified using Semi-Automated Routines for Functional Image Analysis (SARFIA)^35^ in Igor Pro (Fig. 1g)) and circadian oscillations analysed. VIP had strong effects on the rhythmicity and amplitude of most oscillators (Fig. 1h), abrogating the previously tight phase coherence between cells (Fig. 1i, j). Consistent with the ensemble measures, the majority of ROIs displayed a lengthened period (Fig. 1k, l), and reduced amplitude (Fig. 1m). Thus, exogenous VIP affects cellular TTFLs across the SCN. The reduction in amplitude observed at the network level arises from cell-autonomous effects of VIP as well as network-level phase dispersal, whilst lengthening of ensemble TTFL period is likely cell-autonomous.

To determine whether the effects of VIP at the single cell-level require an intact SCN circuit, slices were treated with tetrodotoxin (TTX) 24 h prior to VIP. By blocking voltage-gated sodium channels, TTX prevents synaptically mediated intercellular communication, thereby uncoupling the SCN network^36,37^. This was reflected in a reduced PER2::LUC peak prior to VIP addition (Fig. 2a), but VIP nevertheless strongly phase-delayed the ensemble rhythm (Fig. 2a, b), and acutely induced PER2 (Fig. 2c), even though TTX altered the timing of the first PER2 peak following VIP (Fig. 2d). Moreover, TTX did not prevent the sustained period lengthening by VIP (Fig. 2e), nor the VIP-induced reduction in amplitude of the oscillation (Fig. 2f). Interestingly, if VIP was applied to TTX-treated slices at CT22, rather than CT10, no significant phase shifts were observed (Fig. 2g, h), even in the presence of TTX. This mimicked the intact SCN slice response treated at this phase (Fig. 2h–j), including no significant phase shift, suggesting that the known phase-dependence of the phase shift^23^ is gated cell-autonomously. In conclusion, the acute and sustained VIP-mediated re-programming is not electrically mediated, and VIP re-programmes the SCN network circadian rhythm through cell-autonomous mechanisms.

**Fig. 2:**
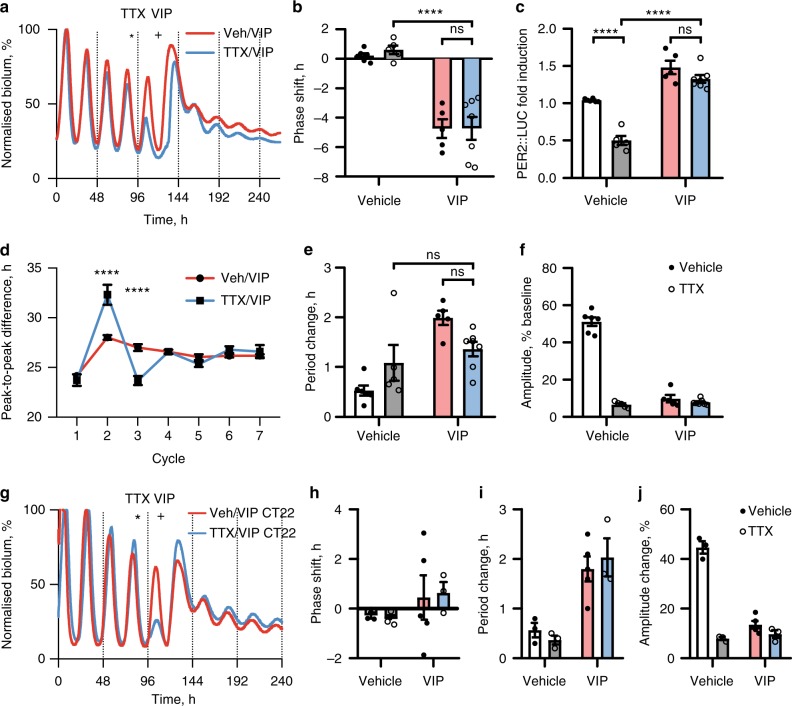
VIP re-programmes the electrically silenced SCN network. **a** Representative PER2::LUC bioluminescence rhythms of SCN slices treated with 10 µM VIP at CT10 (marked by plus), after vehicle or 1 µM tetrodotoxin (TTX) 24 h earlier (marked by asterisk). Bioluminescence was normalised to the first peak. **b**, **c** Group data for phase shift (**b**) and acute fold induction of PER2::LUC (**c**) responses relative to predicted values after treatments (mean ± SEM; Veh/Veh (*n* = 6), TTX/Veh (*n* = 5), Veh/VIP (*n* = 5), TTX/VIP (*n* = 7). **d** Peak-to-peak period following treatments (mean ± SEM). VIP was added between cycles 1 and 2. **e**, **f** Group data for period (**e**) and amplitude (**f**) responses after treatments (mean ± SEM; *n* as in **b** and **c**. **g** Representative PER2::LUC bioluminescence rhythms of SCN slices treated with 10 µM VIP at CT22 (marked by plus), after vehicle or 1 µM tetrodotoxin (TTX) 24 h earlier (marked by asterisk). **h**–**j** Group data for phase shift (**h**), period change (**i**) and amplitude (**j**) responses after VIP at CT22 preceded by TTX/vehicle (mean ± SEM; Veh/Veh (*n* = 3), TTX/Veh (*n* = 3), Veh/VIP (*n* = 5), TTX/VIP (*n* = 3). All tests two-way ANOVA with Sidak’s (**d**) or Tukey’s (**b**, **c**, **e**, **f**) multiple comparisons test, ns = not significant, ****P *<* 0.0001

### VIP-induced gene networks and cellular signalling pathways

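RNA from organotypic SCN slices was amplified and hybridised to Illumina MouseWG-6 v2 BeadChips, giving 16 arrays, 4 in each of 4 groups. CT10 slices were untreated and collected at CT10 (replicates 1, 3, 4 and 5). CT12 Veh slices received vehicle at CT10 and were collected 2 h later, and CT12 VIP and CT16 VIP slices received VIP at CT10 and were collected 2 h and 6 h later. The paper gives the dose of VIP as 10 µM and the sample labels give it as 1 µM. For the 6 h group, the series description gives collection at CT12, whereas the paper and the labels give CT16, which is used here. The text and labels read here do not state whether the slices of a group came from separate animals. A CT16 vehicle group was not analysed here, so CT16 VIP differs from the CT12 groups in circadian time as well as in time after VIP.

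The probes detected on an array (detection p of 0.01 or less) numbered 10079 to 14681 in CT10 (median 11551), 8844 to 13751 in CT12 Veh (median 12909), 8982 to 15326 in CT12 VIP (median 14099.5) and 8019 to 16923 in CT16 VIP (median 10394). The median raw signal of an array lay between 75.7 and 153.5. Fewer than 10000 probes were detected on CT12 Veh 1, CT12 VIP 1, CT16 VIP 3 and CT16 VIP 4. The number of arrays limits the precision of every difference.

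The authors filtered the probes on detection and applied variance stabilisation and quantile normalisation in lumi. Their normalised values were deposited for CT12 VIP with CT12 Veh (17605 probes), for CT16 VIP with CT12 VIP (19110 probes) and for all arrays together (19893 probes), in each case exactly the probes detected on at least 1 of these arrays. The pairwise values were used for those 2 comparisons, and the values of all arrays for levels and for the heatmap. The other 4 comparisons used the deposited raw signals after background correction, quantile normalisation and log2 transformation with neqc. Variance stabilisation gives a scale close to log2 that compresses the differences of dim probes, whereas neqc compresses them less. A difference at 6 h against CT12 Veh on neqc values is therefore not on the scale of a pairwise difference after 2 h. The sizes of the 2 do not give a time course.

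Groups were compared by limma, 4 arrays against 4, with adjusted p-values by the Benjamini-Hochberg method. Differences are log2 differences with their standard error (SE), and rose, fell, higher and lower are used of genes and probes with an adjusted p under 0.05. A gene was represented by its probe with the highest mean signal. Of the 19893 probes, 16733 were paired with a gene symbol and 3160 were not. A gene with no probe detected on any array of a group has only a bound there. It is given as at least N-fold, from the mean of the brighter group against the mean, over the arrays of the dimmer group, of the lowest detected value or of the gene's own value where this was higher. No fold is given where the bound is below 1 or where neither group detected the gene. The gene lists and the rule for the genes to be named were fixed before the data were examined. Several lists follow themes that the paper reports from these same arrays, such as dual specificity phosphatases, heparin binding and cytokines. Their tests are therefore not independent of the paper's findings.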

To identify potential molecular mediators of the effects of VIP on SCN circadian properties, we used microarrays to interrogate the transcriptomes of slices 2 h (CT12) or 6 h (CT16) after treatment with VIP or vehicle (Veh) at CT10. 

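After 2 h of VIP, 738 probes of 17605 differed from vehicle, of which 480 were higher and 258 were lower in CT12 VIP than in CT12 Veh. Fosl2, which encodes a subunit of the AP-1 transcription factor, rose by 2.28 (SE 0.095, adjusted p = 1.9e-11) at 1 of its 3 probes and by 0.89 and 0.78 at the others, and the mean of the 3 rose by 1.32. Ccdc190 was among the transcripts that fell most, by 0.85 (SE 0.071, adjusted p = 1.53e-07) at 1 of its 3 probes, although the mean of the 3 fell by 0.40, and 1 vehicle array (replicate 1) lay above the others for it. From 2 h to 6 h after VIP, 342 probes of 19110 differed, of which 159 were higher and 183 were lower in CT16 VIP than in CT12 VIP. Ddit4l, a relative of the mTORC1 inhibitor Ddit4, fell by 0.75 (SE 0.091, adjusted p = 2.16e-05) after 2 h and then rose by 1.66 (SE 0.10, adjusted p = 9.63e-07). Id2, an inhibitor of basic helix-loop-helix transcription factors, rose by 0.85 (SE 0.065, adjusted p = 4.91e-06) from 2 h to 6 h, and Stc1, which encodes a secreted glycoprotein, rose by 1.05 (SE 0.079, adjusted p = 4.91e-06). Over the 6 possible comparisons of the 4 groups, 1248 probes for 877 named genes differed in at least 1. The pairwise-normalised comparisons alone gave 926 probes for 650 genes. On neqc values the count after 2 h was 487 and that from 2 h to 6 h was 175. The count of 342 became 202, 197 and 189 without CT12 VIP 2, 3 and 4, respectively, 454 without CT16 VIP 1, 516 with all 16 arrays in one fit and 604 with the number of detected probes as a covariate.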

In all, 1165 significantly regulated transcripts were identified, with CT12 VIP vs. CT12 Veh being the comparison with the greatest number (738 genes with *P* < 0.05). The majority (65%) of VIP-regulated transcripts showed elevated expression after 2 h, and they also tended to show a greater fold-change in abundance than did downregulated genes. 

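Of the probes that VIP changed after 2 h, 65.04% were higher than in vehicle (95% exact binomial interval 61.48 to 68.48, for counting error only). They stood for 300 named genes, against 211 named genes among the lower probes. The median absolute log2 difference was 0.40 for the higher probes and 0.31 for the lower ones. This difference of 0.089 gave p = 1e-05 in a 2-sided permutation test across probes, the smallest that 100000 resamples can give, although probes are not independent replicates. On these variance-stabilised values, 40 probes rose by more than 1 on the log2 scale, and no probe fell that far. On neqc values, which compress dim probes less, some falls were larger than 1. Ccdc190, Fam216b and Ubxn10 fell there by 1.30, 1.16 and 1.11 (limma, adjusted p = 0.000473, 0.00296 and 0.00193). Maff, a small MAF transcription factor, rose by 1.74 (SE 0.088, adjusted p = 1.58e-10), and Spdya, an activator of cyclin-dependent kinases, rose by 1.54 (SE 0.065, adjusted p = 1.9e-11) at 1 of its 4 probes. The other 3 Spdya probes did not pass (adjusted p = 0.832 to 0.951), and the mean of the 4 rose by 0.38. Among the lower transcripts, Ddit4, an inhibitor of mTORC1 signalling, fell by 0.61 (SE 0.072, adjusted p = 1.55e-05). Txnip, an inhibitor of thioredoxin, was below background on every CT12 VIP array and at least 1.32-fold lower than in vehicle (adjusted p = 8.62e-06) at 1 of its 2 probes. The share of higher probes was 76.39% on neqc values, 59.18% with detection on every array of a group, 60.93% with the number of detected probes as a covariate and 48.99%, below an even split, at an unadjusted p under 0.05.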

Of potential interest were clock genes (e.g. *Per1*, *Per2, Rorα, Dec1*), genes known to be induced in the SCN by light (e.g. *Dusp1, Dusp4*^38,39^), and genes encoding proteins involved in intercellular communication (e.g. *Cartpt, Gjb2*). 

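Of 19 measured clock genes, 5 rose after 2 h of VIP (Per1, Per2, Rora, Rorb and Bhlhe40), 2 fell (Dbp and Tef) and 12 did not pass the test (6 higher and 2 lower when adjusted over the list alone). As a set they were higher by camera (adjusted p = 0.0302, and adjusted p = 0.0918 with an estimated correlation). Among them Rorb, a nuclear receptor of the ROR family, rose by 0.33 (SE 0.069, adjusted p = 0.00716) at 1 of its 2 probes. The level of Dusp1, a phosphatase of MAP kinases, was 8.68 ± 0.18 in CT12 Veh (SD, n = 4, variance-stabilised log2 scale) and 10.70 ± 0.1 in CT12 VIP, with 1 CT10 array (replicate 1) below the others. Dusp4, of the same family, had levels of 7.91 ± 0.23 and 9.00 ± 0.15. Cartpt, which encodes a neuropeptide precursor, had a level of 8.73 ± 0.12 in CT12 VIP and was below background on every CT12 Veh array.

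Gjb2, which encodes the gap junction protein connexin 26, was also below background in CT12 Veh and was at least 1.19-fold higher after 2 h of VIP (adjusted p = 0.00168). It rose by a further 1.24 (SE 0.088, adjusted p = 3.06e-06) from 2 h to 6 h, to a level of 9.16 ± 0.1 (SD, n = 4). Gjb2 was the 1 gene of 7 measured gap junction genes to rise after 2 h, and 6 did not pass the test (1 higher and 1 lower when adjusted over the list alone). The set did not pass (camera, adjusted p = 0.919), with its median below 0 and its mean and test above 0.

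**Figure D1:**
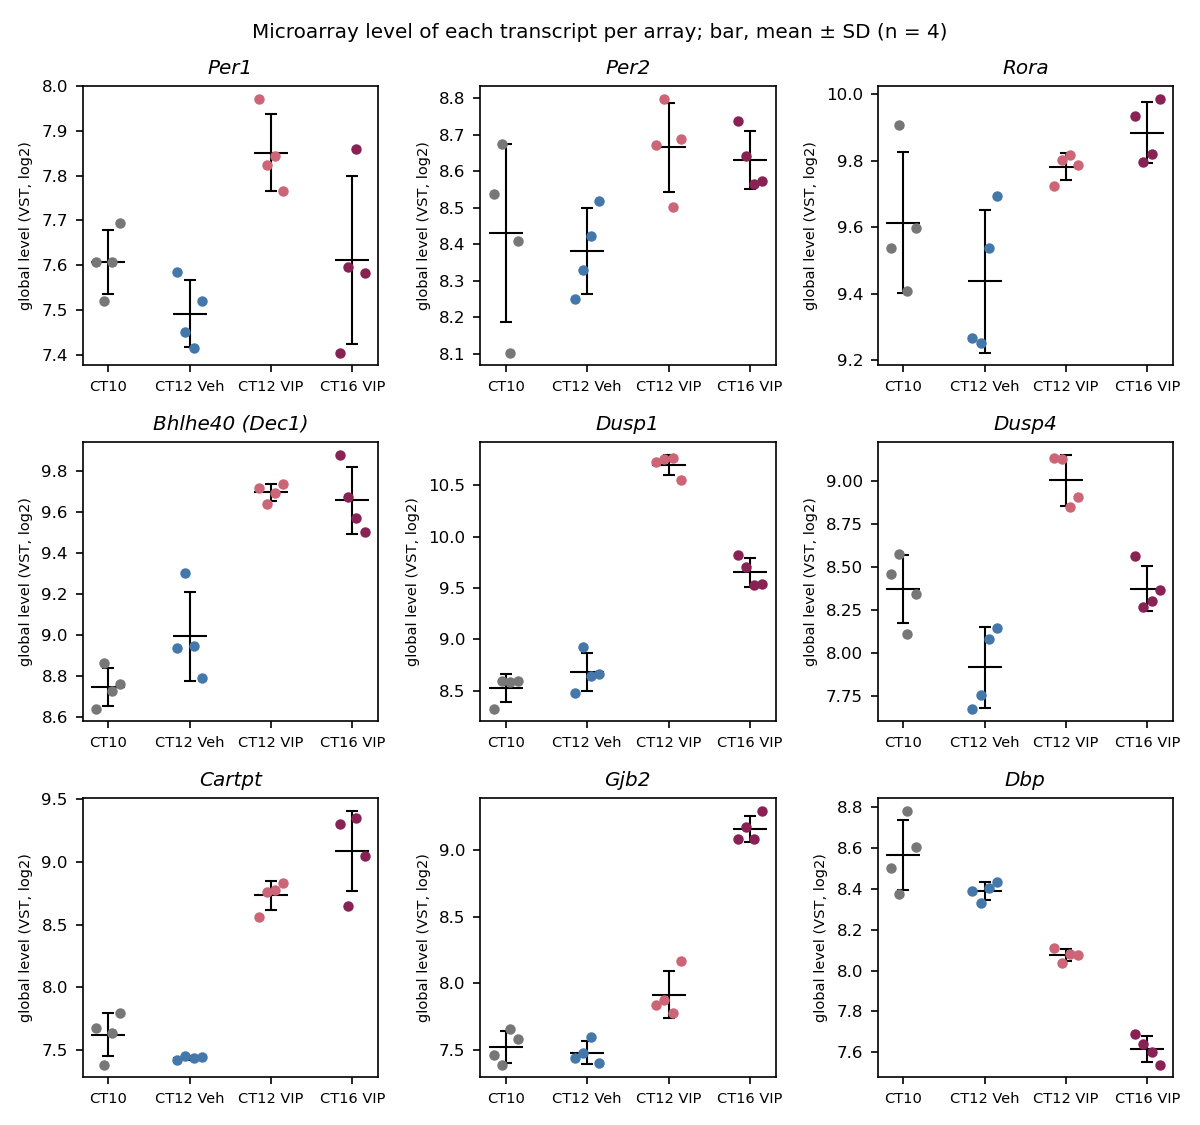
Level of 9 genes on each array (points) with the mean and SD of 4 arrays per group (bars), on the variance-stabilised log2 scale of the values normalised over all 16 arrays. Dusp1 lay between 10.55 and 10.77 in CT12 VIP, and Gjb2 between 9.086 and 9.296 in CT16 VIP.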

Downregulated genes included D-site albumin promoter-binding protein (*Dbp*), a protein regulated by the core circadian TTFL^40^.

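Dbp, a PAR bZIP transcription factor with E-box-driven rhythmic expression, fell by 0.32 (SE 0.06, adjusted p = 0.0022) after 2 h of VIP. Its level was 8.57 ± 0.17 in CT10, 8.39 ± 0.043 in CT12 Veh, 8.08 ± 0.031 in CT12 VIP and 7.62 ± 0.063 in CT16 VIP (SD, n = 4). It fell by a further 0.45 (SE 0.063, adjusted p = 0.00129) from 2 h to 6 h, with circadian time and time after VIP changing together. Tef, another PAR bZIP factor, which was named after its value was seen, fell by 0.25 (SE 0.069, adjusted p = 0.0441) after 2 h. The other large falls included Smim5, by 0.75 (SE 0.067, adjusted p = 3.46e-07), and genes linked to motile cilia. Of these, Ubxn10 fell by 0.68 (SE 0.074, adjusted p = 4.87e-06) and Spef1 by 0.66 (SE 0.079, adjusted p = 1.72e-05) at 1 of its 2 probes, although the mean of the 2 fell by 0.33. Of 7 measured markers of ependymal cells, Tmem212 fell by 0.26 (adjusted p = 0.0399), Rarres2 fell by 0.29 (adjusted p = 0.0372) and 5 did not pass the test (3 lower when adjusted over the list alone). The markers were lower as a set by camera (adjusted p = 0.02, and adjusted p = 0.183 with an estimated correlation). The calls of Tmem212 and Rarres2 were lost on neqc values, and that of Rarres2 also on log2 quantile-normalised values. That of Tmem212 was also lost without CT12 Veh 1, 2 or 3 or CT12 VIP 1, 2 or 3 (adjusted p up to 0.127), and that of Rarres2 without CT12 Veh 1 or 2 or CT12 VIP 1, 3 or 4 (adjusted p up to 0.125).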

To aid data visualisation, a heatmap of the 300 genes with the most significant *P* values (at the CT12 VIP vs. CT12 Veh comparison) was generated (Fig. 3a) using Morpheus software based on globally normalised values. Very little difference could be seen between the CT10 and CT12 Veh groups, whereas samples within the CT12 VIP and CT16 VIP groups showed clear segregation. 

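Between CT12 Veh and CT10, 0 of 16847 probes passed limma's test (1130 at an unadjusted p under 0.05). On log2 quantile-normalised values, on the globally normalised values and in a fit of all arrays, 1 probe passed. It was that of Rasl11b, a small GTPase named after its value was seen, which was lower in CT12 Veh (log2 difference -0.98 on the globally normalised values, adjusted p = 0.0171, with up to 0.0366 on the other 2). Of 19 measured immediate early genes, 0 passed (10 higher at an unadjusted p under 0.05). When adjusted over the list alone, 3 were higher in CT12 Veh, namely Fosl2, Egr2 and Egr3, of which the last 2 were named after their values were seen. The set was higher by camera (adjusted p = 1.03e-09), but with an estimated correlation it had an adjusted p = 0.466.

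Over the 300 probes with the lowest p for CT12 VIP vs. CT12 Veh, the mean correlation across probes between a CT10 and a CT12 Veh array was 0.95, and it was 0.97 among the CT12 Veh arrays. It was 0.69 between CT12 Veh and CT12 VIP, 0.81 between CT12 VIP and CT16 VIP, and 0.98 and 0.95 within the VIP groups. Of the 3 clusters of an average-linkage tree, 1 held the 4 CT12 VIP arrays, another the 4 CT16 VIP arrays and the last the 8 CT10 and CT12 Veh arrays. The 300 probes were chosen on 8 of these arrays. In a tree of all 19893 detected probes, the CT12 VIP arrays lay with the CT10 and CT12 Veh arrays, and the CT16 VIP arrays formed clusters of 1 and 3 arrays. With each of these probes centred on its mean, a scaling chosen after the data were seen, all 8 VIP arrays lay in clusters of their own group.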

The majority of selected genes were upregulated 2 h after VIP treatment, with clusters based on either their subsequent decrease (e.g. *Per1* and *Dusp4*), or their maintained increase at CT16.

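Of the 300 probes, 255 were higher and 45 were lower after 2 h of VIP. Of the 255, 98 fell from 2 h to 6 h, 16 rose further and 141 did not pass the test in the fit of all arrays. At 6 h, 153 of the 255 were still higher than in CT12 Veh, among them 26 of the 98 that had fallen, and the other 72 of these no longer passed. Of the 45, 5 then rose, 1 fell further and 39 did not pass. The 300 probes were chosen on the CT12 VIP arrays, which also enter the change from 2 h to 6 h. Such a choice favours a return towards vehicle over a further change, so these counts are not free of it. Of the 2 Dusp4 probes among the 300, 1 was 1.09 above vehicle at 2 h, then fell by 0.63 (adjusted p = 0.00182) and was 0.46 above vehicle at 6 h (adjusted p = 0.0159, and adjusted p = 0.0925 in the fit of these 2 groups on neqc values). The other was 0.55 above vehicle at 2 h, changed by -0.35 from 2 h to 6 h (adjusted p = 0.0546) and was 0.20 above vehicle at 6 h (adjusted p = 0.266). The Per1 probe was 0.36 above vehicle, changed by -0.24 from 2 h to 6 h (adjusted p = 0.125) and was 0.12 above vehicle at 6 h (adjusted p = 0.496). Per1 was below background in CT12 Veh and detected on 1 array of CT16 VIP, so these differences are no measure of its fold. Sox21, an SRY-box transcription factor, rose by 0.58 (SE 0.08, adjusted p = 9.98e-05) and then fell by 0.86 (SE 0.085, adjusted p = 6.15e-05). Transcripts that stayed higher included Ppp1r3c, a glycogen-targeting subunit of protein phosphatase 1, which rose by 1.03 (SE 0.081, adjusted p = 6.72e-08), and Tpm4, a tropomyosin, which rose by 0.84 (SE 0.082, adjusted p = 1.33e-06). Their changes from 2 h to 6 h were 0.31 (SE 0.11, adjusted p = 0.242) and 0.14 (SE 0.091, adjusted p = 0.578), respectively. Circadian time and time after VIP changed together between the VIP groups.

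**Figure D2:**
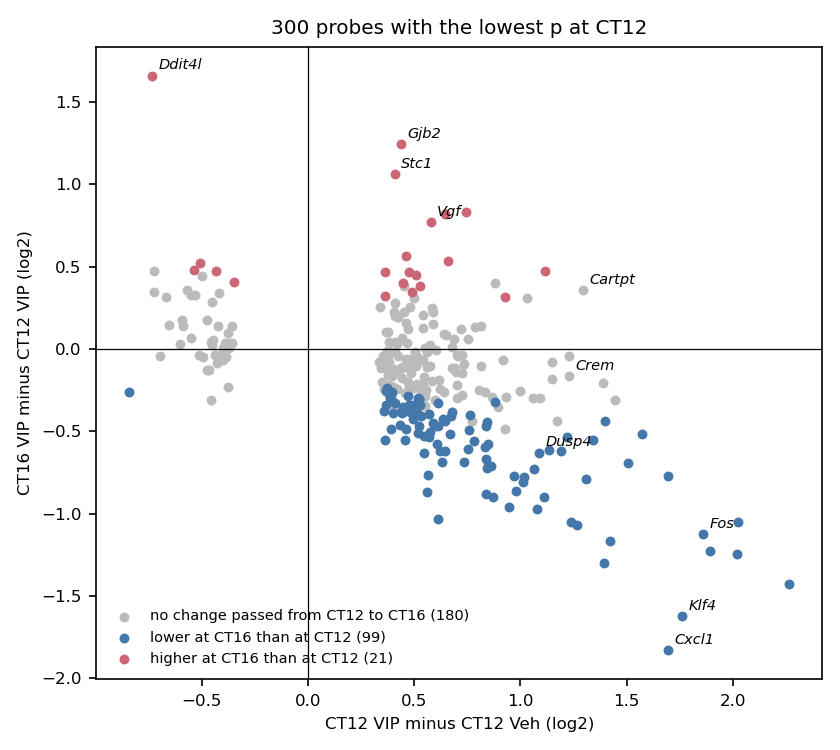
Log2 difference between CT12 VIP and CT12 Veh (horizontal) and between CT16 VIP and CT12 VIP (vertical) for each of the 300 probes, on the globally normalised values and coloured by the test between the VIP groups. Of these probes, 99 were lower at CT16, 21 were higher and 180 did not pass the test.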

**Fig. 3:**
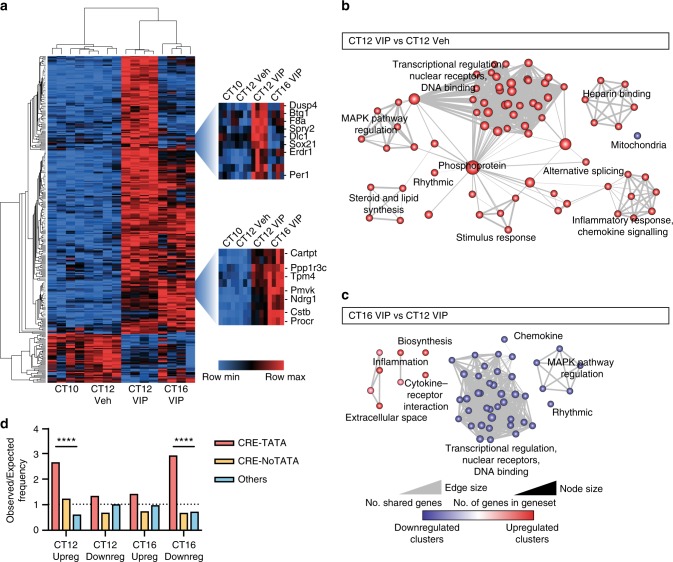
VIP-induced gene networks and cellular signalling pathways in SCN. **a** Hierarchically clustered heatmap of top 300 most significantly altered genes in CT12 VIP vs. CT12 Veh comparison across time and treatment using globally normalised probe expression levels. Two regions are enlarged: the top displays genes acutely upregulated 2 h after VIP treatment before returning to baseline levels, the bottom shows genes which continue to be upregulated after 6 h. Within each gene row, transcript levels have been normalised to the minimum (blue) and maximum (red) values for that given gene. **b**, **c** Functional annotation of genes significantly altered by VIP treatment after 2 h (**b**; 738 genes) and after 6 h (**c**; 342 genes) using DAVID functional annotation and visualised using the enrichment map plugin for Cytoscape. **d** Enrichment of CREs in the promoters of significantly regulated genes, displayed as observed/expected frequency, with expected values based on ratios of the appearance of promoter elements across all genes detected on the microarray at CT12 VIP vs. CT12 Veh. CRE-TATA: CRE within 300 bp of TATA box; CRE-NoTATA: CRE in promoter further upstream; Others: No CRE identifiable in promoter (promoter defined as 3 kb upstream to 300 bp downstream of the transcription start site). Chi-squared test, ****P < 0.0001

To validate the results of the microarray, 11 genes were selected for qPCR analysis based on criteria of rhythmic expression and SCN enrichment (Allen Mouse Brain Atlas^41^). The SCN samples were independent of those used for the microarray and an additional CT16 vehicle group was included to aid interpretation. The qPCR data closely reflected the changes observed in the microarrays (Supplementary Fig. 4), and could again be separated into clusters based on response kinetics: the majority of tested genes increased acutely before subsequently declining, with some returning to baseline levels, whereas *Dbp* showed downregulation following VIP, and *Cartpt* and *Vgf* continued to increase at CT16, as did *Per2*, consistent with bioluminescence recordings.

The cellular processes of genes significantly regulated by VIP were interrogated through gene ontology (GO) term analysis with subsequent clustering for visualisation (Fig. 3b). The largest group of transcripts responding after 2 h contained transcriptional regulators. This group was closely connected to genes involved in cellular transduction cascades relating to kinases, particularly MAPK pathways. 

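Of 25 measured immediate early genes, many of them transcription factors, 18 rose after 2 h of VIP, 0 fell and 7 did not pass the test (21 higher when adjusted over the list alone). As a set they were higher by camera (adjusted p = 7.33e-45, and adjusted p = 0.00568 with an estimated correlation). The nuclear receptors Nr4a1, Nr4a2 and Nr4a3, named after their values were seen, rose by 0.97 (SE 0.067, adjusted p = 1.08e-08), 1.15 (SE 0.071, adjusted p = 2.11e-09) and 0.64 (SE 0.06, adjusted p = 7.13e-07), respectively. Fosb, another AP-1 subunit, rose by 1.43 (SE 0.13, adjusted p = 3.61e-07), with 1 CT12 VIP array (replicate 1) above the others. Klf4, a zinc finger transcription factor, was below background in CT12 Veh and at least 2.82-fold higher after VIP (adjusted p = 2.86e-11), with CT12 VIP 4 below the other arrays of its group. Over 5 alternative settings, which include the mean of a gene's probes, the log2 difference of Klf4 was 0.86 to 3.96 (limma, adjusted p up to 1.61e-06). Its size therefore depends on the setting, by processing or by choice of probe. Of 12 measured markers of neurons, Nefl rose to at least 1.02-fold higher, with CT16 VIP 1 above its group for it (adjusted p = 0.00805), and 11 did not pass the test (4 higher when adjusted over the list alone). The neuron markers were higher as a set by camera (adjusted p = 0.0347, and adjusted p = 0.201 with an estimated correlation). Gene ontology terms were not analysed here, so the size of this group among others was not measured.

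**Figure D3:**
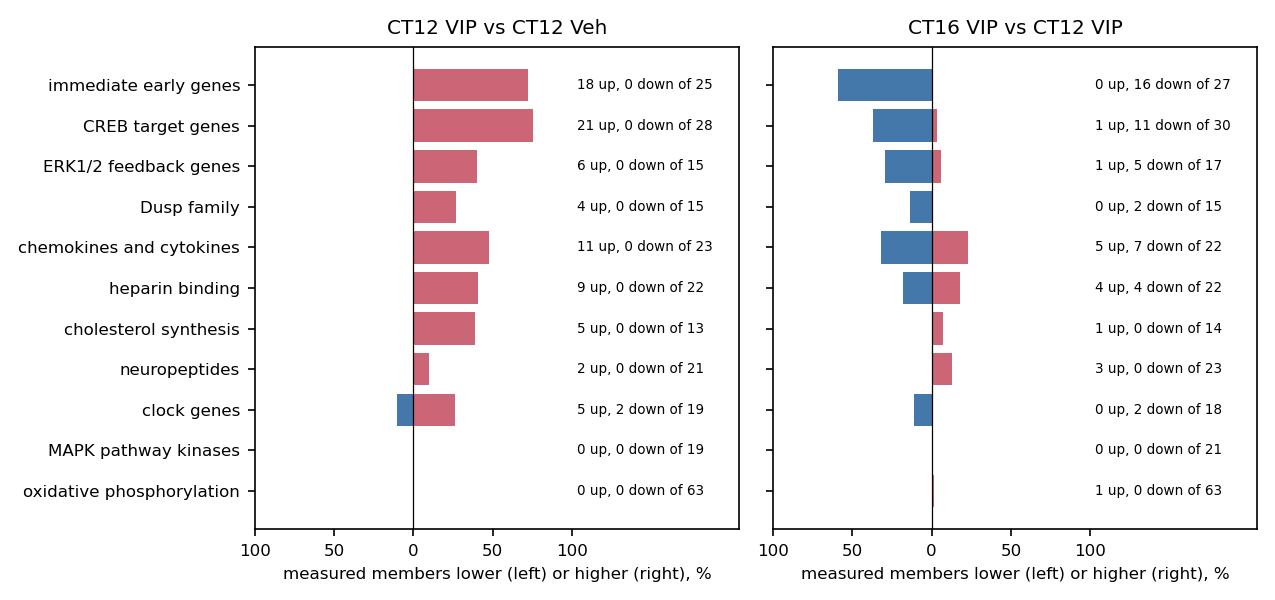
Percentage of the measured members of 11 gene lists that were higher or lower in CT12 VIP than in CT12 Veh and in CT16 VIP than in CT12 VIP, with the number of measured members beside each bar. After 2 h, 18 of 25 immediate early genes were higher, and from 2 h to 6 h 16 of 27 were lower.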

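Of 15 measured feedback regulators and targets of ERK signalling, 6 rose after 2 h of VIP, 0 fell and 9 did not pass the test (7 higher and 2 lower when adjusted over the list alone). As a set they were higher by camera (adjusted p = 1.32e-09, and adjusted p = 0.00568 with an estimated correlation). Phlda1, a pleckstrin homology-like domain protein, rose by 1.25 (SE 0.10, adjusted p = 1.42e-07). Of 19 measured kinases of the MAPK cascades themselves, 0 rose, 0 fell and 19 did not pass limma's test (1 higher at an unadjusted p under 0.05). That set did not pass (camera, adjusted p = 0.814, and adjusted p = 0.805 with an estimated correlation).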

The relevance of some unexpected clusters, including steroid synthesis, heparin binding and cytokine signalling awaits clarification. 

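Of 13 measured genes of cholesterol synthesis, 5 rose after 2 h of VIP (Hsd17b7, Pmvk, Msmo1, Insig1 and Cyp51), 0 fell and 8 did not pass the test (7 higher when adjusted over the list alone). Hsd17b7 and Pmvk, enzymes of the pathway, rose by 0.65 (SE 0.08, adjusted p = 2.61e-05) and 0.60 (SE 0.076, adjusted p = 3.11e-05), respectively. Insig1, a sterol-regulated protein of the endoplasmic reticulum, rose by 0.42 (SE 0.076, adjusted p = 0.0018), a call that was lost on neqc values, and 1 CT10 array (replicate 1) lay above the others for it. They were higher as a set by camera (adjusted p = 7.12e-08, and adjusted p = 0.024 with an estimated correlation).

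Of 22 measured genes for heparin-binding proteins, 9 rose, 0 fell and 13 did not pass (9 higher when adjusted over the list alone). Camera gave an adjusted p = 2.9e-09 for higher values of the set (adjusted p = 0.00427 with an estimated correlation). Adamts1, a secreted metalloprotease, rose by 2.04 (SE 0.10, adjusted p = 1.45e-10), with CT16 VIP 2 above the other arrays of its group. Hbegf, a growth factor of the EGF family, rose by 0.47 (SE 0.066, adjusted p = 0.00011), with CT10 4 above the other CT10 arrays.

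Of 23 measured chemokine and cytokine genes, 11 rose, 0 fell and 12 did not pass (14 higher when adjusted over the list alone). The set was higher by camera (adjusted p = 1.01e-19, and adjusted p = 0.0116 with an estimated correlation). The chemokine genes Cxcl1 and Cxcl10 rose by 1.73 (SE 0.14, adjusted p = 8.45e-08) and 1.19 (SE 0.11, adjusted p = 4.72e-07), respectively. Among the other arrays, CT10 4 and CT16 VIP 4 lay above their groups for Cxcl1, and CT16 VIP 1 for Cxcl10. The cytokine gene Il6 and the prostaglandin synthase gene Ptgs2 were below background in CT12 Veh. They were at least 1.9-fold (adjusted p = 4.66e-10) and at least 1.98-fold higher (adjusted p = 1.45e-10), with CT12 Veh 3 above the other vehicle arrays for Ptgs2. Over 5 alternative settings, which include the mean of a gene's probes, the log2 difference of Ptgs2 was 0.91 to 3.65 (limma, adjusted p up to 1.2e-06). The rises of Ccl2 and Ccl7, by 0.51 (SE 0.12, adjusted p = 0.016) and 0.71 (SE 0.18, adjusted p = 0.0343), were lost on neqc values and, for Ccl7, on log2 quantile-normalised values, and both were lost without CT12 Veh 3 or 4 or CT12 VIP 2 or 3 (adjusted p up to 0.0712 and 0.142). That of Ccl7 was also lost without CT12 VIP 1. Cxcl10, Ccl2 and Ccl7 stand in both of the last 2 lists.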

Notable significant clusters after 6 h included the down-regulation of previously upregulated transcription factors and MAPK-related transcripts (Fig. 3c).

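Of 27 measured immediate early genes, 16 fell from 2 h to 6 h after VIP, 0 rose and 11 did not pass the test (18 lower when adjusted over the list alone). As a set they were lower by camera (adjusted p = 4.21e-27, and adjusted p = 0.00138 with an estimated correlation). Fosl2 fell by 1.44 (SE 0.065, adjusted p = 5.53e-08), its 3 probes by a mean of 0.88, and Fosb fell by 1.29 (SE 0.12, adjusted p = 4.18e-05), with CT12 VIP 1 above its group for Fosb. Klf4 was below background on every CT16 VIP array and at least 2.64-fold lower than at 2 h (adjusted p = 1.38e-07), with CT12 VIP 4 again apart from its group. Over 5 alternative settings, which include the mean of a gene's probes, the log2 difference of Klf4 was -3.48 to -0.75 (limma, adjusted p up to 1.49e-05). Of 17 measured feedback regulators and targets of ERK signalling, 5 fell, 1 rose and 11 did not pass (8 lower and 1 higher when adjusted over the list alone). The set was lower by camera (adjusted p = 0.000428, and adjusted p = 0.0334 with an estimated correlation). Phlda1 fell by 0.53 (SE 0.085, adjusted p = 0.00377), a call lost on neqc values, and Lif, a cytokine gene of the IL-6 family that was named after its value was seen, rose by 0.32 (SE 0.064, adjusted p = 0.0168). Of 15 measured dual specificity phosphatase genes, 2 fell, namely Dusp1 and Dusp4, and 13 did not pass (3 lower when adjusted over the list alone). That set was lower by camera (adjusted p = 0.0214), but with an estimated correlation it had an adjusted p = 0.238.

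A total of 106 probes were both higher after 2 h and lower from 2 h to 6 h, which is 22.08% of those higher after 2 h. The CT12 VIP arrays enter both comparisons, and among 17150 probes tested in both, independent lists of these sizes would share 5.12. In 100 simulations of unchanged groups, the mean number of probes called in both was 0, and the most extreme probes in lists of the same sizes shared 50.3 on average and 67 at most. With the CT12 VIP arrays divided between the comparisons, 2 and 2, the overlap was 41 to 50 over the 6 ways to do so, and independent lists would share 1.36 at most. The covariance of the differences was -0.00755, against -0.00396 in the simulations, and their correlation across probes was -0.391, against -0.501.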

### VIP transcriptionally regulates genes containing CREs

To probe for common mechanisms in the transcriptional responses to VIP we focused on CREs, enhancer elements in genes that are bound by transcription factors, such as CREB, and which have a role in the SCN core in light-mediated phase shifting^15,16,42^. Moreover, VPAC2 acts through cAMP- and phospholipase C-signalling^23,26^, which could subsequently activate CREs. To identify the extent of CRE-mediated transcription, the VIP-regulated transcripts in the current study were compared to the dataset of Zhang et al.^43^. Chi-squared analysis revealed that for genes upregulated after 2 h and down-regulated after 6 h there was a significant enrichment for CREs within 300 bp of the TATA box (CRE-TATA; Fig. 3d). GO term analysis showed that they were predominantly transcriptional activators and MAPK-related transcripts (Supplementary Fig. 5a). This was complemented by the observation that genes downregulated at 2 h and upregulated at 6 h showed no enrichment for CREs (Fig. 3d). Furthermore, genes that were regulated by VIP but did not contain CREs separated out into distinct clusters, for example cytokine-related transcripts lacked CREs (Supplementary Fig. 5a, b). Thus, although not universal, CREs were a significantly enriched marker of responses to VIP.

We tested directly the effect of VIP/VPAC2 signalling on CRE-dependent transcription by transducing SCN slices with a lentiviral vector encoding luciferase under a synthetic promoter containing two CRE sequences (CRE-Luc)^34^. CRE-Luc oscillated prior to treatment (Fig. 4a) and was acutely induced by VIP (Fig. 4a, b), although in contrast to PER2::LUC there was no measurable change of period (Fig. 4c). We then transduced CRE-Luc slices with an adeno-associated virus (AAV) encoding RCaMP to visualise [Ca^2+^]_i_, an important second messenger in CRE regulation, and performed multichannel time-lapse imaging (Fig. 4d; Supplementary Movie 2). Both CRE-Luc and [Ca^2+^]_i_ displayed strong oscillations prior to VIP, with the peak of Ca^2+^ characteristically preceding CRE-Luc^34^ (Fig. 4e). VIP again triggered a long-lasting induction of CRE-Luc but there was no acute induction of [Ca^2+^]_i_, although the baseline increased (Fig. 4d). VIP also altered the circadian phase relationship between CRE-Luc and [Ca^2+^]_i_, driving the two signals into antiphase (Fig. 4e, f). Whilst VIP lengthened the period of the [Ca^2+^]_i_ oscillation (as with PER2::LUC), there was no measurable change in period of the CRE-Luc rhythm (Fig. 4g), even though VIP reduced the amplitude of both CRE-Luc and [Ca^2+^]_i_ oscillations (Fig. 4h, I), as with PER2::LUC.

**Fig. 4:**
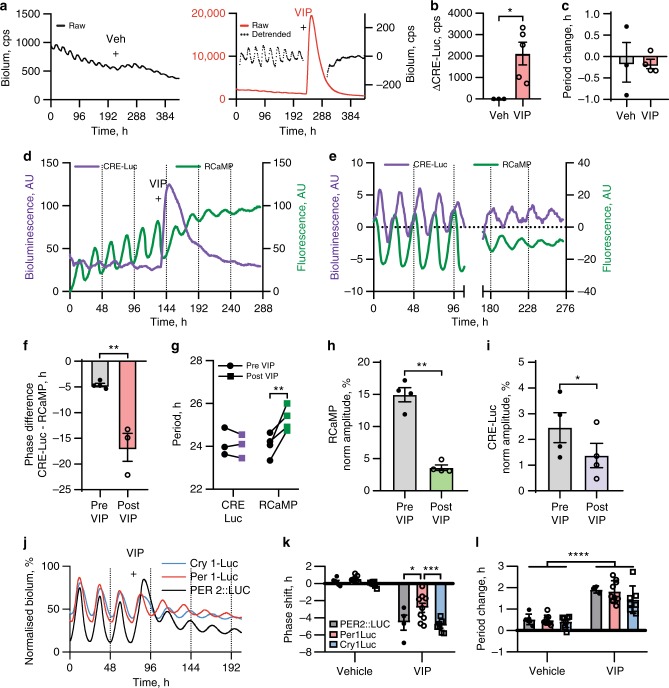
VIP results in CRE activation and re-programmes the TTFL of the SCN. **a** Representative CRE-Luc bioluminescence rhythms of SCN slices treated with vehicle (left) or 1 µM VIP (right; treatments marked by plus). A detrended trace is included with the VIP-treated slice to aid visualisation of the oscillation. **b**, **c** Group data for acute induction of CRE-Luc bioluminescence (**b**) and period change (**c**) following treatment with vehicle or VIP (mean ± SEM, veh, *n* = 3; VIP, *n* = 4, unpaired *t*-test, *P < 0.05). **d** Representative CRE-Luc bioluminescence and RCaMP Ca^2+^ rhythms from SCN slice treated with VIP ( + ). **e** Detrended CRE-Luc bioluminescence and RCaMP Ca^2+^ rhythms before and after VIP (slice as in **d**). Note altered phase relationship following VIP. Rhythms were detrended by 24 h rolling average subtraction, and have been offset on the y-axis to aid visualisation. **f**, **g** Group data for phase of CRE-Luc rhythm relative to RCaMP rhythm (**f** negative values where CRE-Luc peaks later than RCaMP, mean ± SEM, *n* = 3) and period comparison between CRE-Luc and RCaMP, before and after VIP treatment (**g** two-way ANOVA with Sidak’s multiple comparisons test, **P < 0.01). **h**, **i** Group data for amplitude changes of CRE-Luc (**h**) and RCaMP (**i**) rhythms before and after VIP treatment (mean ± SEM, *n* = 3, paired *t*-test, *P < 0.05, **P < 0.01). Data were normalised to the highest value in the recording. **j** Representative PER2::LUC, Per1-Luc and Cry1-Luc bioluminescence rhythms of SCN slices treated with 1 µM VIP (at CT10, marked by plus). Bioluminescence was normalised to the first peak of the recording (not shown). **k**, **l** Group data for phase shift (**k**) and period change (**l**) responses (mean ± SEM) to VIP applied to either PER2::LUC (*n* = 4), Per1-Luc (*n* = 9) or Cry1-Luc (*n* = 7) slices, with vehicle controls (PER2::LUC: *n* = 6; Per1-Luc: *n* = 8; Cry1-Luc: *n* = 7; two-way ANOVA with Sidak’s multiple comparisons test, *P < 0.05, ***P < 0.001)

### TTFL components are re-programmed by VIP

We tested whether the re-aligned rhythms of CRE-transcription and [Ca^2+^]_i_ led to differential effects on core genes of the TTFL, given the known differences in the number and responsiveness of CREs within their respective promoters^17,43^. Vehicle or VIP was applied at CT10 to SCN slices carrying either a Cry1-Luc^44^, Per1-Luc^45^ or PER2::LUC reporter (Fig. 4j). Their responses were markedly different. PER2::LUC displayed acute induction, delayed phase, increased baseline and reduced amplitude. In contrast, the induction of Per1-Luc presented as an increased baseline, but without an associated suppression of peak bioluminescence. These different induction profiles for *Per1* and *Per2* were confirmed by qPCR (Supplementary Fig. 4). Cry1-Luc did not show an acute induction, consistent with the absence of CREs in the reporter, although the peak was broadened following VIP. The amplitude was reduced, but the baseline did not increase. Interestingly, PER2::LUC and Cry1-Luc stayed in phase following their VIP-induced phase shifts, whereas Per1-Luc phase shifted significantly less (Fig. 4j, k). Finally, the period of all reporters lengthened comparably (Fig. 4l). Thus, VIP signalling re-programmed the normally tight phase relationship of components of genetic (CRE, TTFL) and cytosolic (Ca^2+^) oscillations, revealing significant VIP-directed plasticity in the cell-autonomous TTFL.

### ERK1/2 activation is essential for the VIP response

To explore cellular mediators of this plasticity, we focussed on the GO term cluster analysis, which strongly implicated the MAPK pathway, regulators of which were acutely induced by VIP. To test this directly, PER2::LUC SCN slices were treated with inhibitors to the principal arms of the MAPK pathway, JNK1/2/3 (3 µM SP600125) and ERK1/2 (100 nM SCH772984), followed by vehicle or VIP (Fig. 5a, b). 

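Spry2 and Ier3, both feedback regulators of the ERK pathway, rose after 2 h of VIP and returned towards the vehicle level by 6 h. Spry2 rose by 0.85 (SE 0.07, adjusted p = 1.38e-07) and then fell by 0.88 (SE 0.12, adjusted p = 0.00129). Its level was 8.95 ± 0.11 in CT12 Veh, 9.79 ± 0.075 in CT12 VIP and 8.90 ± 0.32 in CT16 VIP (SD, n = 4). Ier3 rose by 1.26 (SE 0.12, adjusted p = 8.05e-07) and then fell by 1.05 (SE 0.085, adjusted p = 8.03e-06), with levels of 8.41 ± 0.32, 9.65 ± 0.15 and 8.61 ± 0.11 in the same groups (SD, n = 4). At 6 h against CT12 Veh, on neqc values, 3 of 16 measured genes of this group rose (Phlda1, Egr1 and Lif), 0 fell and 13 did not pass (6 higher and 1 lower when adjusted over the list alone). The set passed camera (adjusted p = 0.00565), but with an estimated correlation it had an adjusted p = 0.097. The paper states that its clustering of gene ontology terms strongly implicated the MAPK pathway, and observes that regulators of the pathway were induced. It then turns to inhibitors of the pathway's arms as a test.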

Neither drug resulted in a significant phase shift alone (Fig. 5a, c), but inhibition of JNK1/2/3 increased period (Fig. 5a, d), while ERK1/2 inhibition reduced the amplitude of oscillation (Fig. 5a, e), highlighting independent roles for these two arms of the MAPK pathway in the free-running TTFL. JNK1/2/3 inhibition had no impact on the responses to VIP, whereas ERK1/2 inhibition greatly attenuated them (Fig. 5b), reducing the VIP-induced phase shift, period lengthening and amplitude reduction (Fig. 5c–e). Neither inhibitor affected acute induction of PER2::LUC (Supplementary Fig. 6a). Further evidence for ERK1/2 involvement came from immunostaining SCN slices, whereby VIP treatment at CT10 increased phosphorylated ERK1/2 (pERK) signal (Supplementary Fig. 6b, c). Moreover, by exploiting intersectional expression of TdTomato fluorescent reporter in a *Vpac2-Cre* mouse line, VIP-induced pERK signal could be clearly localised to VPAC2-positive cells (Supplementary Fig. 6d).

**Fig. 5:**
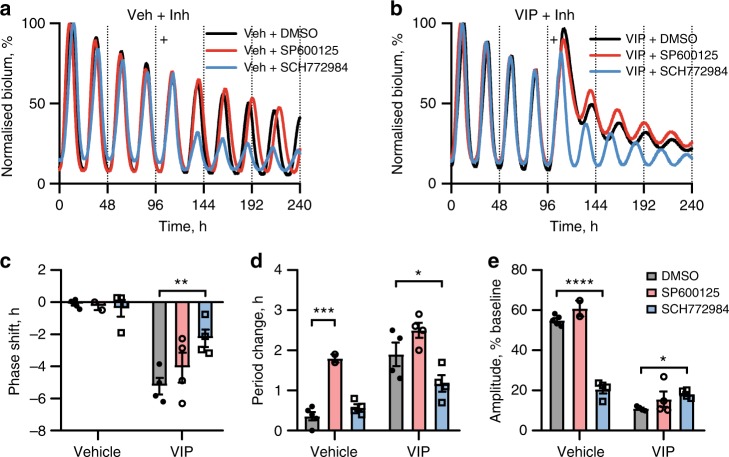
ERK1/2 activation is essential for the VIP response. **a**, **b** Representative PER2::LUC bioluminescence rhythms of SCN slices treated with vehicle (**a**) or 1 µM VIP ((**b**) marked by plus) at CT10, 30 min after 3 µM SP600125 (JNK1/2/3 inhibitor), 100 nM SCH772984 (ERK1/2 inhibitor) or vehicle. Bioluminescence has been normalised to the first peak. **c**–**e** Group data for phase shift (**c**), period change (**d**) and amplitude (**e**) responses after treatments (mean ± SEM; Veh/Veh (*n* = 5), Veh/VIP (*n* = 4), SP600/Veh (*n* = 3), SP600/VIP (*n* = 4), SCH772/Veh (*n* = 4), SCH772/VIP (*n* = 4); two-way ANOVA with Dunnett’s multiple comparisons test, *P *<* 0.05, **P *<* 0.01, ***P *<* 0.001)

Brain-derived neurotrophic factor (BDNF) is a known activator of the ERK1/2 pathway and a component of circadian phase-resetting in response to light^46^. Treatment of PER2::LUC slices with BDNF, however, elicited a response that contrasted with that of VIP (Supplementary Fig. 7a), displaying a phase advance, no period change, and an amplitude increase (Supplementary Fig. 7b-d), with the only commonality between the responses being an increased baseline of PER2::LUC. To confirm further the specific contribution of the ERK1/2 pathway to the VIP response, the involvement of two other kinases frequently implicated in circadian phase-resetting, protein kinase A (PKA)^25^ and protein kinase C (PKC)^47^, was tested pharmacologically (PKA: 1 µM PKI 14-22 amide myristoylated or 50 µM Rp-8-Br-cAMPS; PKC: 300 nM sotrastaurin). These inhibitors had no significant effect on the response to VIP when applied individually (Supplementary Fig. 7e-h), but when PKI 14-22 and sotrastaurin were applied in combination, they potentiated the phase-shifting (Supplementary Fig. 7e) and fold-induction (Supplementary Fig. 7f), a result not reproduced using Rp-8-Br-cAMPS in place of PKI 14-22. Finally, the observed enrichment of CREs in the promoters of VIP-regulated transcripts suggested that CREB could be involved in the VIP response, potentially downstream of ERK1/2 activation. We therefore applied VIP in the presence of CREB inhibitor 666-15^48^. 666-15 increased period when applied alone (Supplementary Fig. 7g), indicative of a role for CREB in the ongoing TTFL, but, surprisingly, had no impact on any parameter of the response to VIP (Supplementary Fig. 7e-h). In conclusion, ERK1/2 is critical for VIP signalling, but by specific pathways independent of PKA, PKC and CREB.

### Dusp4 regulates circadian responses to light in vivo

Confirmation of ERK1/2 involvement directed attention to VIP-responsive transcripts related to the MAPK pathway. These included negative regulators belonging to the dual specificity phosphatase (DUSP) family, including *Dusp1, Dusp4, Dusp10 and Dusp14*. 

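Of 15 measured dual specificity phosphatase genes, 4 rose after 2 h of VIP (Dusp1, Dusp4, Dusp10 and Dusp14), 0 fell and 11 did not pass the test (5 higher when adjusted over the list alone). As a set they were higher by camera (adjusted p = 0.000105, and adjusted p = 0.0151 with an estimated correlation). Dusp1, which acts on p38, JNK and ERK, rose by 2.04 (SE 0.085, adjusted p = 1.9e-11), and Dusp14 rose by 0.54 (SE 0.065, adjusted p = 1.78e-05). Dusp10, which acts mainly on p38 and JNK, rose by 0.25 (SE 0.064, adjusted p = 0.0333) at 1 of its 2 probes. This call was lost on neqc values, with the mean of both probes, and without CT12 Veh 2, 3 or 4 or CT12 VIP 2, 3 or 4 (adjusted p up to 0.119). From 2 h to 6 h Dusp1 fell by 1.05 (SE 0.081, adjusted p = 5.18e-06), with CT10 1 apart from its group for this gene. Dusp10 and Dusp14 had differences of 0.17 (SE 0.082, adjusted p = 0.416) and -0.34 (SE 0.082, adjusted p = 0.056), and Dusp14 passed without CT16 VIP 3 (adjusted p = 0.0386) and in the fit of all arrays on the globally normalised values (adjusted p = 0.00825). At 6 h against CT12 Veh, on neqc values, Dusp1 was higher by 1.30 (SE 0.18, adjusted p = 0.00334) and Dusp10 by 0.91 (SE 0.19, adjusted p = 0.0282). These sizes are on another scale than the rises after 2 h. Over 5 alternative settings, neqc among them, those rises were 2.023 to 2.415 for Dusp1 and 0.236 to 0.5603 for Dusp10.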

Due to its strong upregulation after VIP, pronounced SCN localisation (Allen Mouse Brain Atlas^41^), rhythmic mRNA expression (CircaDB^49^), close clustering with *Per1* responses to VIP (Fig. 4a) and induction by light in the SCN core and shell^27,39^, we focussed on *Dusp4*, which can dephosphorylate MAP kinase proteins such as ERK1/2 and JNK1/2/3^50^, as a potential regulator of the effects of VIP.

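Dusp4 rose by 1.12 (SE 0.10, adjusted p = 3.78e-07) after 2 h of VIP, and all 3 of its probes were higher (the mean of the 3 rose by 0.69). On neqc values, which compress dim probes less, the rise was 2.00 (SE 0.28, adjusted p = 0.00254, the highest of the 5 alternatives, of which the lowest had an adjusted p = 7.7e-08). It then fell by 0.62 (SE 0.088, adjusted p = 0.00146) from 2 h to 6 h at 1 of the 3 probes, and this call was lost with the mean of the probes. The difference at 6 h against CT12 Veh was 1.04 (SE 0.28, adjusted p = 0.0925) on neqc values. In the fit of all arrays on the global values, that probe was higher by 0.46 (adjusted p = 0.0159). The level in CT16 VIP was 8.37 ± 0.13, against 8.37 ± 0.20 in CT10 (SD, n = 4).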

We first assessed the circadian relevance of DUSP4 by recording wheel-running behaviour in mice carrying a DUSP4 ‘knockout-first’ allele, which contains a targeted insertion of a LacZ reporter into the *Dusp4* gene^51^. X-gal staining revealed expression of the allele in the SCN, dentate gyrus, cerebral cortex and piriform cortex (Supplementary Fig. 8a). Mice with *Dusp4*^*+/+*^, *Dusp4*^*+/−*^, and *Dusp4*^*−/−*^ genotypes had normal, robust wheel-running rhythms in 12:12 LD and DD (Supplementary Fig. 8b), and no significant differences in period (Fig. 6a) or activity duration (alpha; Supplementary Fig. 8c), although *Dusp4*^*−/−*^ mice had a significantly shorter phase angle of entrainment (~18 min) (Fig. 6b), consistent with an attenuated response to light.

**Fig. 6:**
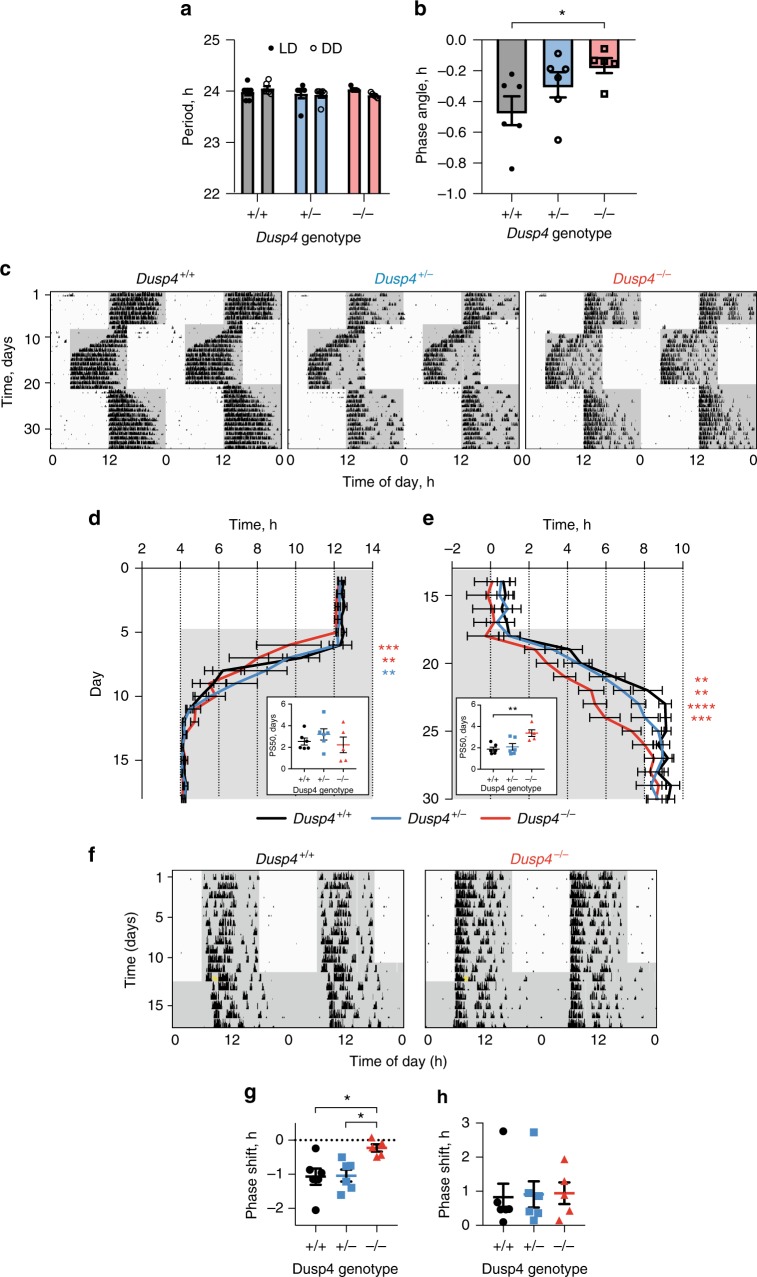
Mice lacking Dusp4 exhibit attenuated circadian responses to light in vivo. **a**, **b** Group data for circadian period of wheel-running activity rhythms in 12:12 light:dark (LD) and continuous dim red light (DD) (**a**) and phase angle of entrainment (**b**) of *Dusp*^*+/+*^ (*n* = 6), *Dusp4*^*+/-*^ (*n* = 6) and *Dusp4*^*−/−*^ (*n* = 5) mice (mean ± SEM). Phase angle refers to time from lights off until activity onset. Negative values indicate activity onset after lights off. **c** Representative double-plotted actograms of wheel-running behaviour of *Dusp*^*+/+*^, *Dusp4*^*+/-*^ and *Dusp4*^*−/−*^ mice exposed to an 8 h phase advance and an 8 h phase delay in LD cycle. Grey shading represents dim red light. **d**, **e** Group data for activity onsets during the phase advance (**d**) and activity offsets during the phase delay (**e**) of *Dusp*^*+/+*^, *Dusp4*^*+/-*^ and *Dusp4*^*−/−*^ mice (mean ± SEM). Two-way ANOVA with Dunnett’s multiple comparisons test. Inset: 50% phase shift values (PS50; mean ± SEM) of phase advances and phase delays, one-way ANOVA with Dunnett’s multiple comparisons test. **f** Representative double-plotted actograms of wheel-running behaviour of *Dusp*^*+/+*^and *Dusp4*^*−/−*^ mice exposed to a 30-minute phase delaying light pulse (yellow asterisk) at ZT14 after 12:12 LD, then immediately placed into DD. Grey shading represents dim red light. **g**, **h** Group data for phase delays (**g**) and phase advances (**h**) of wheel-running activity of *Dusp*^*+/+*^, *Dusp4*^*+/-*^ and *Dusp4*^*−/−*^ mice following light pulses at CT14 and CT22, respectively. One-way ANOVA with Tukey’s multiple comparisons. *P *<* 0.05, **P *<* 0.01, ***P *<* 0.001, ****P < 0.0001

The mice were then exposed to experimental ‘jet-lag’ conditions (Fig. 6c). The 12:12 LD lighting was phase-advanced by 8 h, resulting in a gradual resetting of behavioural onset to realign with ‘lights off’. *Dusp4*^*−/−*^ behavioural onsets advanced faster in the first two days following the switch (Fig. 6d), although there was no significant difference in the total time taken to readjust, as evidenced by the 50% phase shift (PS50) value (Fig. 6d inset). In contrast, *Dusp4*^*−/−*^ offsets delayed significantly more slowly to an 8 h delay (Fig. 6e), taking 2 days more to reach PS50 (Fig. 6e inset). Consistent with these directionally specific effects in jet-lag, phase delays in response to a single light pulse at ZT14 were almost completely abolished in *Dusp4*^*−/−*^ mice (Fig. 6f, g). In contrast, no significant difference between genotypes was observed for an advancing light pulse (30 min, 400 lux) delivered at ZT22 (Fig. 6h), although advances for all genotypes at this phase were not robust. To obtain a molecular correlate of this behavioural effect, pERK levels were determined in the SCN of control and *Dusp4*^*−/−*^ mice immediately following a delaying 30-minute light pulse at ZT14. This revealed an attenuated induction of pERK signal (by ~20%) in the mutant mice (Supplementary Fig. 8d, e), consistent with their reduced behavioural sensitivity to light.

### *Dusp4* CRISPR knockout potentiates the VIP response

These in vivo experiments suggested that DUSP4 is an important regulator of input to the circadian system, but it is difficult to separate any role within the retinorecipient cells responding to RHT-derived glutamate and PACAP, from a role in more distal responses to VIP released by light-activated VIP neurons. We therefore investigated DUSP4 in the context of VIP application to SCN slices. DUSP4 was deleted using two AAVs encoding the CRISPR-Cas9 system^52^: one encoded the Cas9 protein under the Mecp2 promoter (*Mecp2.SpCas9*), while the second (*U6.Dusp4g1.hSyn.GFP-KASH*) encoded a guide RNA (gRNA) sequence (Dusp4 g1). This approach by-passes potential developmental defects or compensatory mechanisms resulting from traditional genomic knockout of DUSP4. Expression of these vectors resulted in undetectable levels of DUSP4 in N2A cells and SCN slices (by western blot and qPCR, respectively; Supplementary Fig. 9a, b). SCN transduced with both AAVs (*Dusp4*^*CRISPR*^) had a significantly shorter circadian period compared to AAV *Cas9*-only slices (Fig. 7a, c), indicative of a role for *Dusp4* in modulating the rate of the steady-state oscillation. Furthermore, deletion of *Dusp4* amplified the response to VIP: *Dusp4*^*CRISPR*^ slices were phase-delayed by ~30 min more (Fig. 7b, d) and the period increase was greater by ~0.7 h (Fig. 7e). To complement this result, we used an alternative method of depleting DUSP4 levels (Fig. 7f), whereby slices from *Dusp4*^*flx/flx*^ mice were treated with an AAV encoding Cre recombinase under the neuron-specific synapsin promoter (*hSyn-Cre*). This again potentiated the VIP-induced period increase, by ~1.1 h more. Thus, two independent approaches that compromised *Dusp4* expression resulted in an amplified VIP response, consistent with its role as a negative regulator of VIP-mediated ERK signalling.

**Fig. 7:**
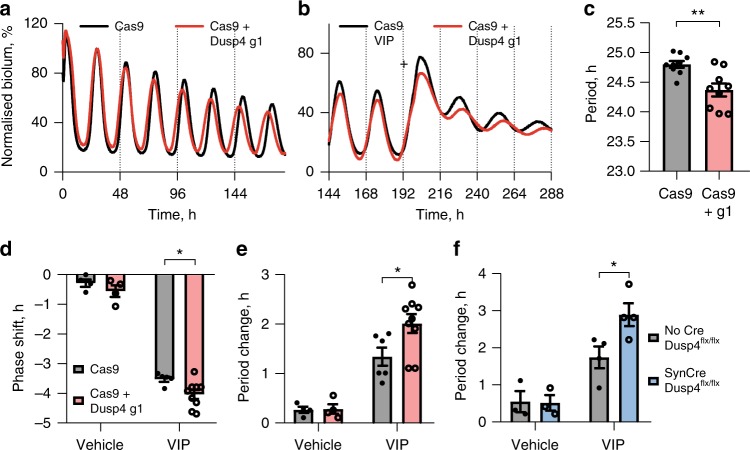
*Dusp4* knockout shortens circadian period and potentiates the VIP response of SCN slices. **a**, **b** Representative PER2::LUC bioluminescence rhythms of slices transduced with *Mecp2.SpCas9* alone or in addition to *U6.Dusp4g1.hSyn.GFP-KASH* before treatment (**a**) or with 1 µM VIP application (**b** marked by plus). Bioluminescence has been normalised to the first peak. **c** Group data for steady-state period of slices transduced as in (**a**) (mean ± SEM, *n* = 9 per group, unpaired *t*-test). **d**, **e** Group data for phase shifts (**d**) and period changes (**e**) following vehicle or VIP of slices transduced as in **a** (mean ± SEM, *n* = 4 for all vehicle-treated groups, *n* = 6 for Cas9 with VIP, *n* = 9 for Cas9 + Dusp4 g1 with VIP). **f** Group data for period change of *Dusp4*^*flx/flx*^ SCN slices transduced with *hSyn.GFP::Cre* AAV and treated with vehicle or VIP, along with non-transduced controls (mean ± SEM, *n* = 3 for all vehicle-treated groups, *n* = 4 for all VIP-treated groups). Two-way ANOVA with Sidak’s multiple comparisons. *P *<* 0.05, **P *<* 0.01

### Constitutive DUSP4 expression reduces the VIP response

As a complementary approach to knocking out/down, DUSP4 was constitutively overexpressed in neurons of SCN slices using two AAVs: one encoded *Dusp4* cDNA in double-floxed inverted orientation (DiO) under the Ef1α promoter (Supplementary Fig. 10a; *DUSP4*^*Ox*^) and the second was *hSyn-Cre* AAV for neuronal targeting (generating *SynCre-DUSP4*^*Ox*^ slices). The *DUSP4*^*Ox*^ vector was validated in N2A cells, where DUSP4 expression was shown to be Cre-dependent and predominantly localised to the nucleus (Supplementary Fig. 10b, c). *SynCre-DUSP4*^*Ox*^ slices (Fig. 8a) had a shorter steady-state period (~0.5 h) compared to *SynCre* or *DUSP4*^*Ox*^ slices (Fig. 8b, Supplementary Fig. 10d). Following VIP treatment (Fig. 8c), there was no significant difference in acute PER2 induction or phase shifting (Supplementary Fig. 10e, f), but the period change and amplitude reduction were both reduced in *SynCre-DUSP4*^*Ox*^ slices compared to controls (Fig. 8d, e). To focus on a role for DUSP4 in VPAC2-positive cells alone, DUSP4 was overexpressed in *Vpac2-Cre* SCN slices (Fig. 8f, g). Unlike pan-neuronal expression, expression of DUSP4 in VPAC2 neurons did not affect steady-state period (Supplementary Fig. 10g,h), and it had no significant effect on acute PER2 induction or phase shifting following VIP application (Supplementary Fig. 10i,j). Amplitude reduction was reduced relative to *DUSP4*^*Ox*^ slices, albeit not compared to *VpacCre* controls (Fig. 8h). Overexpression of DUSP4 specifically in VPAC2-positive cells did, however, significantly attenuate the VIP-induced period lengthening (Fig. 8i). Taken together, these deletion and overexpression experiments highlight DUSP4 as a negative regulator of the SCN slice response to VIP, with a role in neurons across the SCN, including VPAC2-positive cells in terms of resetting ensemble circadian period.

**Fig. 8:**
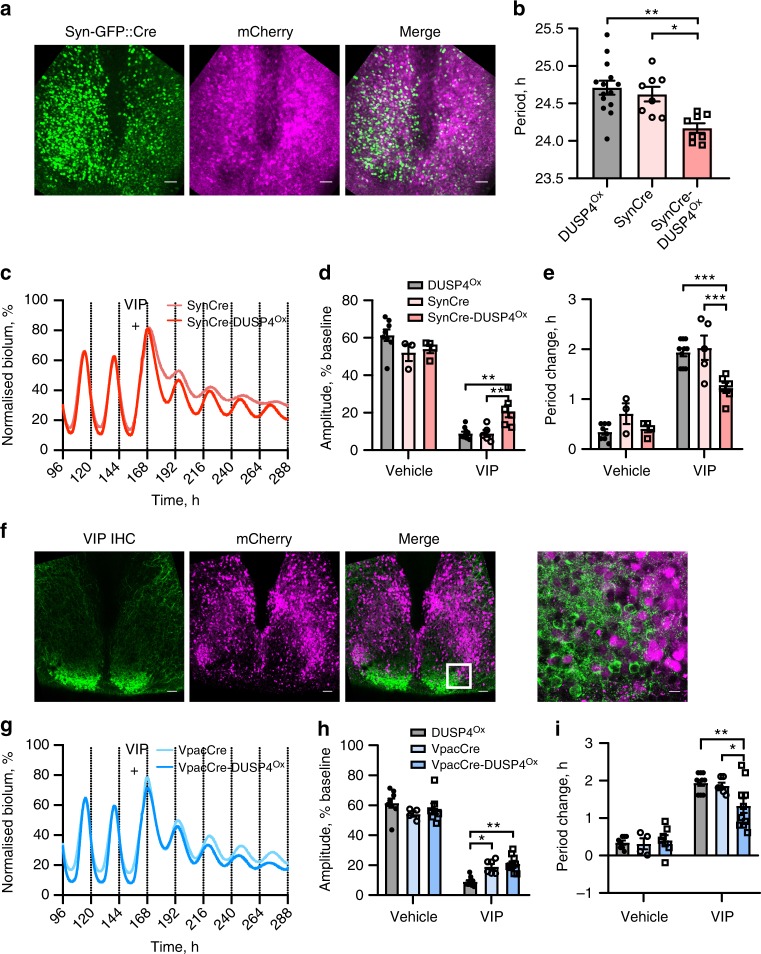
Constitutive DUSP4 expression shortens circadian period and reduces the VIP response in SCN slices. **a** Representative confocal micrographs of an SCN slice transduced with *hSyn.GFP::Cre* AAV and *Ef1a.DiO.mCherry-P2A-Dusp4* (SynCre-DUSP4^Ox^). **b** Group data for steady-state (pre-treatment) period of slices transduced as in **a**, along with individual AAV controls (mean ± SEM, one-way ANOVA, *n* = 14 for *DUSP4*^*Ox*^ group, *n* = 8 *SynCre* and *SynCre-DUSP4*^*Ox*^). **c** Representative PER2::LUC bioluminescence rhythms of *SynCre* and *SynCre-DUSP4*^*Ox*^ slices treated with 1 µM VIP (marked by plus). **d**, **e** Group data for post-treatment relative amplitude (**d**), and period change (**e**) responses (mean ± SEM) of slices treated with vehicle or VIP at CT10. *n* as follows: *DUSP4*^*Ox*^: veh, 8; VIP, 10; *SynCre*: veh, 3; VIP, 5; *SynCre-DUSP4*^*Ox*^: veh, 4; VIP, 6. **f** Representative confocal micrographs of a *Vpac2-Cre* SCN slice transduced with *Ef1a.DiO.mCherry-P2A-Dusp4* (*VpacCre-DUSP4*^*Ox*^), immunostained for VIP to demonstrate separate populations of VIP and VPAC2 neurons (close up on right, white boxed region). **g** Representative PER2::LUC bioluminescence rhythms of *VpacCre* and *VpacCre-DUSP4*^*Ox*^ slices treated with 1 µM VIP (marked by plus). **h**, **i** Group data for post-treatment relative amplitude (**h**), and period change (**i**) responses (mean ± SEM) of slices treated with vehicle or VIP at CT10. *DUSP4*^*Ox*^ data replicated from **d**, **e**. *n* as follows: *VpacCre*: veh, 4; VIP, 6; *VpacCre-DUSP4*^*Ox*^: veh, 7; VIP, 10. All tests in **d**, **e**, **h**, **i** were two-way ANOVAs with Sidak’s multiple comparisons. *P < 0.05, **P *<* 0.01, ***P *<* 0.001

## Discussion

The retinorecipient VIP-expressing cells of the SCN perform two vital circadian functions: they maintain synchronised circadian oscillations across the SCN in the absence of entraining cues and, by photically regulated release of VIP, they integrate light-dark cycle cues with the intrinsic oscillation of the SCN network. Through a combination of pharmacology and microarray analysis, we assessed the molecular mechanisms through which VIP acts, and revealed a pronounced VIP-directed plasticity in SCN circadian time-keeping at the levels of both the cell-autonomous TTFL and the network. We have identified the ERK1/2 pathway as an essential mediator of the effects of VIP on the SCN and highlighted the role of DUSP4, a negative regulator of MAPK pathways, in this re-programming, with DUSP4 tuning the SCN response to both light in vivo and VIP ex vivo.

VIP, a VPAC2 agonist, and glutamate, the retinal transmitter, were able to shift the ensemble phase of the SCN TTFL. In all cases, the size of the phase delay was positively correlated with the magnitude of acutely induced PER2, highlighting *Per* gene induction as an entry point to the TTFL. Importantly, however, the actions of VIP and VPAC2 agonist were distinct from those of glutamate in terms of their phase-dependence and the re-programmed molecular response of the TTFL. VIP activity does not, therefore, mimic the effects of light pulses and glutamate, although the period and amplitude effects of pharmacological treatment with VIP are reminiscent of constant light (LL) effects in vivo^53^. It is recognised that the bath application of VIP to slices used here is a simplified system that may not reflect all aspects of endogenous VIP signalling, such as duration of VIP exposure. Nevertheless, previous studies have revealed very clearly an important role for diffuse, paracrine signalling of VIP^8^, and when VIP was applied here for shorter time periods, its effects (PER2 induction, phase shifting, amplitude reduction) were still observed and developed progressively. Our TTX experiments suggested that the effects of VIP are likely mediated at the cell-autonomous level, leading us to examine intracellular signalling cascades to map how VIP regulates circadian functions.

Analysis of transcriptional responses to VIP revealed informative similarities and differences between VIP-regulated genes in the current dataset and transcriptome profiles obtained following light pulses in vivo^27,39,54,55^. Notably, immediate early genes, including *Fos* and *Egr1*, as well as *Per1/2* and *Dusp* genes, are acutely upregulated in both conditions, and may represent common cellular responses to input stimuli. Many of these genes also contain CREs within their promoters, further demonstrating commonality between VIP- and light-induced genes. 

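Fos rose by 1.90 (SE 0.10, adjusted p = 4.75e-10) after 2 h of VIP and Egr1, a zinc finger transcription factor, by 1.59 (SE 0.14, adjusted p = 1.86e-07). Fos then fell by 1.12 (SE 0.078, adjusted p = 2.47e-06) from 2 h to 6 h and Egr1 fell by 0.52 (SE 0.076, adjusted p = 0.00192), the latter a call lost on neqc values. Against CT12 Veh, on neqc values, Fos was higher at 6 h by 1.57 (SE 0.28, adjusted p = 0.0141) and Egr1 by 1.20 (SE 0.23, adjusted p = 0.0212). Fos, Egr1, Maff, Fosl2 and Nr4a3 were the 5 of 24 measured immediate early genes that rose in that comparison, 0 fell and 19 did not pass the test (8 higher when adjusted over the list alone). These neqc sizes are on another scale than those after 2 h. Over 5 alternative settings, neqc among them, the rise after 2 h was 1.859 to 3.036 for Fos and 1.574 to 1.726 for Egr1. The set passed camera (adjusted p = 1.02e-07), but with an estimated correlation it had an adjusted p = 0.147. Responses to light were not analysed here.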

Our pharmacological evidence, however, suggests that CREB itself is not involved in the response to VIP: indeed, photic induction of pCREB occurs only in the core, not the shell, SCN^16,56^. Likely, other transcription factors that act at CREs, such as cAMP responsive element modulator (CREM), or an activating transcription factor (ATF) protein such as ATF3, both of which were upregulated in our microarray, may be important. 

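Crem, which encodes activators and repressors that bind CREs, rose by 1.18 (SE 0.074, adjusted p = 2.8e-09) after 2 h of VIP, at all 3 of its probes. It changed by -0.18 (SE 0.082, adjusted p = 0.379) from 2 h to 6 h, and at 6 h against CT12 Veh, on neqc values, it was higher by 1.98 (SE 0.25, adjusted p = 0.00185). That value is on another scale than the rise of 1.18. Over 5 alternative settings, neqc among them, the rise of Crem after 2 h was 1.005 to 2.229. Atf3 was below background on every CT12 Veh and CT16 VIP array. It was at least 1.06-fold higher after 2 h (adjusted p = 0.000869) and at least 1.02-fold lower at 6 h than at 2 h (adjusted p = 0.00362). Of 14 measured genes of the CREB, CREM and ATF family, these 2 rose after 2 h, 0 fell and 12 did not pass the test (3 higher and 2 lower when adjusted over the list alone). The family as a set did not pass (camera, adjusted p = 0.0632). Of 28 measured genes known as targets of CREB, 21 rose, 0 fell and 7 did not pass (24 higher when adjusted over the list alone). These were higher as a set by camera (adjusted p = 4.03e-60, and adjusted p = 0.000312 with an estimated correlation). Gem, a small GTPase on this list, was below background in CT12 Veh and at least 2.27-fold higher after 2 h (adjusted p = 8.61e-11). Among others, the list of CREB targets shares Fos, Fosb, Fosl2 and Egr1 with the immediate early genes and Dusp1 with the dual specificity phosphatases. It also shares Egr1 with the ERK list, Ptgs2 with the chemokines and cytokines and Vgf with the neuropeptides. The results of these sets are therefore not separate evidence.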

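Against the untreated CT10 slices, 453 probes of 17658 differed in CT12 VIP, of which 399 (88.08%) were higher, and 445 of 18763 differed in CT16 VIP, of which 312 (70.11%) were higher. Against CT12 Veh, 414 probes of 18724 differed in CT16 VIP, of which 279 (67.39%) were higher. In this last comparison Irs2, an adaptor of insulin signalling that was below background in CT12 Veh, was at least 2.77-fold higher (adjusted p = 0.000176), and Il1r1, the interleukin 1 receptor, named after its value was seen, was higher by 1.66 (SE 0.19, adjusted p = 0.000797). Of 21 measured chemokine and cytokine genes, 10 rose, 0 fell and 11 did not pass the test (12 higher when adjusted over the list alone). The set was higher by camera (adjusted p = 1.31e-09), but with an estimated correlation it had an adjusted p = 0.0673. P2ry12, a receptor of microglia, fell by 1.35 (SE 0.30, adjusted p = 0.0377) as the 1 gene of 8 measured microglia markers to pass, and Nefm, a neurofilament gene, rose by 1.47 (SE 0.17, adjusted p = 0.0009) as the 1 gene of 12 measured neuron markers, both named after their values were seen. The first count was 294 without CT12 VIP 4, and the second was 287, 254 and 235 without CT10 1, 4 and 5. The third was 246, 242, 201 and 194 without CT12 Veh 1, 2, 3 and 4, and 767, 241 and 270 without CT16 VIP 1, 2 and 3. Without CT16 VIP 1, 48.89% of the probes of the third count and 56.08% of the second were higher, and in a fit of all arrays 53.78% and 53.08%.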

A further interesting difference between light- and VIP-regulated genes is that light downregulates many genes^39^, while VIP was predominantly upregulatory. Moreover, a number of key light-induced regulators, such as *Sik1*^39^, did not respond to VIP. 

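Sik1, a salt-inducible kinase, rose by 0.79 (SE 0.07, adjusted p = 3.46e-07) after 2 h of VIP. Its level was 7.64 ± 0.12 in CT12 Veh and 8.40 ± 0.057 in CT12 VIP (SD, n = 4), and every CT12 VIP array lay above every CT12 Veh array. It then fell by 0.39 (SE 0.081, adjusted p = 0.023) from 2 h to 6 h. The fall was lost on neqc values and in a fit with the replicate number as a block. It was also lost without CT12 VIP 1, 2 or 3 or CT16 VIP 2 or 3 (adjusted p up to 0.0903). The difference at 6 h against CT12 Veh was 1.06 (SE 0.25, adjusted p = 0.0535) on neqc values, and Sik1 was higher by 0.36 (adjusted p = 0.00862) in the fit of all arrays on the global values. The neqc value is on another scale than the rise of 0.79. Over 5 alternative settings, neqc among them, the rise of Sik1 after 2 h was 0.76 to 1.90. Responses to light were not analysed here.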

The SCN therefore exhibit overlapping but distinct transcriptional programmes in response to either light or VIP. Furthermore, in contrast to previously reported regulation of AVP by VIP^22,57^, no canonical SCN neuropeptides (e.g. AVP, GRP, Prok2) were found to be acutely regulated by VIP. 

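The differences of Avp and Grp between CT12 VIP and CT12 Veh were 0.13 (SE 0.11, adjusted p = 0.658) and 0.13 (SE 0.087, adjusted p = 0.553), with CT12 VIP 1 below the other arrays of its group for Grp. That of Vip itself was 0.40 (SE 0.20, adjusted p = 0.367). The level of Avp was 8.46 ± 0.22 in CT12 Veh and 8.59 ± 0.23 in CT12 VIP, and that of Grp was 7.56 ± 0.22 and 7.69 ± 0.062 (SD, n = 4). No probe analysed here was named Prok2. Of 21 measured neuropeptide genes, 2 rose (Cartpt and Vgf), 0 fell and 19 did not pass the test (2 higher when adjusted over the list alone). The set was higher by camera (adjusted p = 0.000674, and adjusted p = 0.0316 with an estimated correlation). Of 8 measured markers of the SCN, 1 rose, namely Rorb, and 7 did not pass (1 higher when adjusted over the list alone). The SCN markers did not pass as a set (camera, adjusted p = 0.204). Of 6 measured receptors for these peptides, 0 rose, 0 fell and 6 did not pass limma's test (2 higher at an unadjusted p under 0.05, and adjusted p = 0.203 by camera).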

There was, however, a strong upregulation of the neuropeptides *Vgf*^58^ and *Cartpt* after 2 h, and *Galanin* after 6 h.

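Vgf, which encodes a precursor of secreted peptides, rose by 0.60 (SE 0.064, adjusted p = 3.78e-06) after 2 h of VIP and by a further 0.77 (SE 0.12, adjusted p = 0.00406) from 2 h to 6 h. Cartpt was at least 2.13-fold higher after 2 h than in CT12 Veh (adjusted p = 1.54e-10). It changed by 0.35 (SE 0.13, adjusted p = 0.242) from 2 h to 6 h, which passed without CT16 VIP 2 (adjusted p = 0.0191). Its other probe rose by 0.47 (SE 0.095, adjusted p = 0.0193) from 2 h to 6 h, and also in the fit of all arrays (adjusted p = 0.00312). Gal, which encodes the neuropeptide galanin, had no measurable change after 2 h (-0.035, adjusted p = 0.933) and was below background in CT12 VIP. At 6 h it was at least 1.4-fold higher than at 2 h (adjusted p = 0.0445). This call was lost on neqc values and without CT12 VIP 2, 3 or 4 or CT16 VIP 1 or 3 (adjusted p up to 0.152), and CT10 1 lay above the other CT10 arrays for Gal. Of 23 measured neuropeptide genes, 3 rose from 2 h to 6 h, 0 fell and 20 did not pass the test (4 higher and 1 lower when adjusted over the list alone). The third was Nts, the neurotensin gene, which rose by 0.53 (SE 0.086, adjusted p = 0.00496) at 1 of its 2 probes, with CT16 VIP 1 above the other arrays of its group. The set did not pass (camera, adjusted p = 0.294).

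At 6 h against CT12 Veh, on neqc values, 4 of 23 rose, 0 fell and 19 did not pass (6 higher when adjusted over the list alone). Cartpt was at least 6.73-fold higher (adjusted p = 1.01e-05), Vgf was higher by 2.71 (SE 0.23, adjusted p = 0.000105), Nts by 1.79 (SE 0.25, adjusted p = 0.00339) and Tac1, the substance P gene, named after its value was seen, by 1.25 (SE 0.16, adjusted p = 0.00197). These values are on another scale than those given after 2 h. Over 5 alternative settings, neqc among them, the log2 rise after 2 h was 1.243 to 3.214 for Cartpt and 0.4482 to 1.509 for Vgf. Gal had a difference of 1.45 (SE 0.44, adjusted p = 0.138). The set was higher by camera (adjusted p = 0.000368), but with an estimated correlation it had an adjusted p = 0.0534.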

VIP can directly influence TTFL transcriptional regulation, as confirmed here by VIP-mediated upregulation of *Per1* and *Per2*^57,59,60^. 

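Per1 was below background on every CT12 Veh array and was at least 1.13-fold higher after 2 h of VIP (adjusted p = 0.00172). Its level was 7.49 ± 0.076 in CT12 Veh and 7.85 ± 0.087 in CT12 VIP (SD, n = 4). Per2 rose by 0.29 (SE 0.076, adjusted p = 0.0329) at 1 of its 3 probes, from a level of 8.38 ± 0.12 to 8.67 ± 0.12 (SD, n = 4). The call of Per2 was lost on neqc values, on log2 quantile-normalised values and with the mean of its probes. It was also lost without CT12 Veh 1, 2 or 3 or CT12 VIP 1, 2 or 4 (adjusted p up to 0.127). On neqc values, Per2 had a difference of 0.42 (SE 0.17, adjusted p = 0.272) at 6 h against CT12 Veh, and Per1, below background in CT12 Veh, had an adjusted p = 0.594 and no bound above 1.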

Our observation that VIP also regulates genes of auxiliary TTFL loops, such as *Rorα*^61^ and *Dec1*^62,63^, suggests that its effect on the cell-autonomous oscillator may be more extensive. 

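Bhlhe40, the gene of the repressor Dec1, rose by 0.71 (SE 0.086, adjusted p = 2.23e-05) after 2 h of VIP. Its level was 8.99 ± 0.22 in CT12 Veh and 9.69 ± 0.043 in CT12 VIP (SD, n = 4), and it changed by -0.039 (SE 0.081, adjusted p = 0.897) from 2 h to 6 h. Rora, a nuclear receptor that activates Bmal1 transcription, rose by 0.35 (SE 0.086, adjusted p = 0.0233) at 1 of its 2 probes, from a level of 9.44 ± 0.21 to 9.78 ± 0.04 (SD, n = 4). This call was lost on neqc values, on log2 quantile-normalised values and with the mean of its probes. It was also lost without CT12 Veh 1 or 2 or CT12 VIP 2, 3 or 4 (adjusted p up to 0.084). From 2 h to 6 h, 0 of 18 measured clock genes rose, 2 fell and 16 did not pass the test (1 higher and 2 lower when adjusted over the list alone). Besides Dbp, Nr1d2, a repressor of the auxiliary loop, fell by 0.47 (SE 0.083, adjusted p = 0.00786), a call lost on neqc values. Against CT12 Veh at 6 h, on neqc values, 3 of 19 rose, 1 fell and 15 did not pass (5 higher and 3 lower when adjusted over the list alone). Bhlhe40 was higher by 0.85 (SE 0.19, adjusted p = 0.0426), Rorb by 1.35 (SE 0.19, adjusted p = 0.00348) and Fbxl21, a partner of the cryptochromes that was named after its value was seen, by 1.39 (SE 0.26, adjusted p = 0.0172), and Dbp fell by 2.00 (SE 0.18, adjusted p = 0.000144). These sizes are on another scale than the pairwise differences after 2 h. The clock genes did not pass as a set in either comparison (camera, adjusted p = 0.376 and adjusted p = 0.455).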

Whether these responses all occur together in individual cells, or whether VIP induces cell-specific programmes of circadian gene expression awaits determination.

Notwithstanding their common activation, *Per1* and PER2 responded to VIP with interesting differences. Both showed a phase shift following VIP addition, but the exact waveform kinetics and the extent of shifting differed between them. Although we cannot exclude an effect of different reporter kinetics (specifically translation vs. transcription), the fact that qPCR profiles after VIP for *Per1* and *Per2* were also distinct strongly supports the notion that VIP differentially regulates these two TTFL components, leading to an altered phase relationship. Mechanistically, this may be a consequence of altered CRE regulation: *Per1* is more strongly regulated by CREs than *Per2*^17^, and a separation of both phase and period between CRE-Luc and Ca^2+^ rhythmicity was observed within individual slices after VIP. This suggests that at least two different phase relationships between TTFL components are capable of sustaining stable molecular oscillations. It is likely that SCN encoding of photoperiod for seasonal responses would be one realistic setting in which multiple context-specific configurations may be exploited by the SCN. Indeed, it has been suggested that the desynchronisation between cells following VIP addition (‘phase tumbling’), as seen in the current study, may serve to enhance the ability of external cues to entrain rhythms at the SCN network level^64^. It is also possible that the desynchronisation between intracellular genetic and cytoplasmic oscillators adds a further level of plasticity that facilitates shifting at the cell-autonomous level.

We identified ERK1/2 and its negative regulator DUSP4 as key components of the VIP transduction cascades, thereby extending previous studies^65–67^. DUSP4 appears to have several roles within the circadian system, whereby manipulation of DUSP4 levels altered the steady-state SCN oscillation, and responses to VIP and to light. The attenuated responses to delaying light pulses of DUSP4-null mice, in which ERK signalling will be disinhibited, are consistent with the abolition of phase shifting in mice expressing a constitutively active ERK1/2 activator^68^. The ERK1/2 and DUSP4 interaction in the shell is analogous to the CRTC1-SIK1 pathway in the core^39^, and both may serve to limit the response of the SCN to external stimuli to prevent maladaptive changes. An unexpected finding was the altered periodicity when DUSP4 was either overexpressed or deleted. Previous studies have found no such involvement of ERK1/2 in period determination^68–70^, although it is important to note that DUSP4 regulates other MAPK pathways concomitantly, including JNK1/2/3 and p38; JNK cascades have been shown to influence the stability of core clock proteins PER2 and BMAL1 and affect period^71,72^ (an action supported by our own data). DUSP4 may, therefore, exercise roles in SCN circadian time-keeping beyond VIP-dependent plasticity.

Our results shed light on the mechanisms through which VIP functions both to maintain circuit coherence, and to act as a second-order link between the retinorecipient SCN core and the distal shell. Foremost are the effects of VIP on the cell-autonomous clockwork, while the ability of VIP to re-programme the components of the TTFL may be central to its circadian effects. At both an intracellular level and the network level, the SCN is able to exhibit a high degree of VIP-induced plasticity that is an important feature of resetting mechanisms.

## Methods

### Mouse strains

All animal work was licensed under the UK Animals (Scientific Procedures) Act 1986, with Local Ethical Review by the MRC. All relevant ethical regulations were complied with. Mouse breeding and genetics were performed by members of the transgenic mouse facility, Ares. All mice older than P14 were culled by a Schedule 1 method: dislocation of the neck followed by exsanguination. All pups P14 and younger were culled by decapitation. DUSP4^−/−^ mice were obtained from the European Mouse Mutant Archive and were subsequently crossed with the PER2::LUC, generated by Dr. Joseph Takahashi^28^ (University of Texas Southwestern Medical Center, Dallas). *Dusp4*^*flx/flx*^ were generated by crossing the DUSP4^−/−^-PER2::LUC mouse with a Flp recombinase mouse, resulting in the removal of lacZ and neomycin cassettes, leaving loxP sites located either side of exon 3 of the *Dusp4* gene. Per1-Luc transgenic mice were obtained from Dr. Hitoshi Okamura^45^ (Kyoto University). Cry1-Luc transgenic mice were generated in-house and validated by our laboratory^44^. CRY double knockout mice (CryDKO) were bred in-house using *Cry1*^*−/−*^ and *Cry2*^*−/−*^ mice generated by Dr. Gijsbertus van der Horst (Erasmus University, Rotterdam)^73^. The *Vpac2-Cre* line (obtained from JAX Laboratories, Maine) carries a BAC transgene containing Cre recombinase under the control of the *Vipr2* gene promoter.

### Behavioural activity recording

Mice were individually housed in a light-controllable cabinet for the duration of behavioural monitoring. Their activity patterns were assessed using running wheels (Actimetrics) and passive infrared movement detectors. Mice were typically entrained to a 12:12 LD cycle (which mimicked that of their holding room) for at least 5 days before being exposed to different lighting schedules, including constant dim red light (DD), 8 h phase advances or delays, and Aschoff Type II light pulses (30 min, 400 lux). Food and water were provided ad libitum. Wheel-running data were acquired and stored as wheel revolutions per six-minute bin. Data were analysed using ClockLab (ActiMetrix Inc.) to calculate behavioural period by Chi-squared periodogram, activity duration (alpha), and activity onsets and offsets. Phase angles of entrainment, defined as the difference in time between lights off and activity onset, were calculated based on these onsets in Microsoft Excel. 50% phase shift values (PS50s) were calculated by fitting a sigmoidal curve to onset (phase advance) or offset (phase delay) values using the interpolate function in Graphpad Prism.

### Organotypic slice culture

SCN organotypic slices were prepared as described^74^. Slices were cultured for at least seven days before any bioluminescence recording. For long-term slice maintenance, slices were kept at 37 °C, 5% CO_2_ with a medium change every 10 days. For bioluminescent recording, slices were transferred to 35 mm culture dishes containing 1.2 ml HEPES-buffered medium with 100 µM luciferin^74^ (Biosynth), and were then air-sealed using glass coverslips secured with silicon grease. Bioluminescence produced by firefly luciferase (in PER2::LUC, Per1-Luc or Cry1-Luc slices) was measured by photomultiplier tubes (Hamamatsu) housed above culture dish stages within a retractable light-tight sleeve in a light-tight incubator kept at 37 °C. Photons were registered every second (counts per second, cps) and were integrated over 6 min bins. Time-lapse imaging of bioluminescence was performed using a charge-coupled device (CCD) camera (Hamamatsu Orca II) and inverted microscope with heated stage contained within custom-built light-tight housing. Images were acquired at 1 frame per hour, and compiled in FIJI (ImageJ) post-acquisition. An Olympus LV200 Luminoview was used for combined bioluminescence and fluorescence imaging. All images were acquired at a rate of 2 frames per hour, with exposure times of 1 ms for brightfield, 200 ms for fluorescence and 1.75 × 10^6^ ms (~30 min) for bioluminescence using a C9100-13 EM-CCD camera (Hamamatsu).

### Viral transduction of slices

For adeno-associated viruses (AAVs), SCN slices were given a medium change immediately prior to AAV addition. A volume of 1 µl of AAV was placed directly on to the SCN slice and left for one week to allow expression before subsequent recording or further treatment. For lentiviruses (provided by Dr. Marco Brancaccio), SCN slices were treated two days after dissection by dropping 5 µl lentivirus directly onto the SCN slice. Superfluous residuum was washed off after two days.

### Pharmacological treatment of slices

VIP (Tocris) and Bay 55-9837 (Tocris) stocks were prepared by dissolving in HEPES-buffered medium. Glutamate (1 mM; Tocris) was dissolved in 1eq. NaOH, Tetrodotoxin (TTX, 1 µM; Sigma) and BDNF (200 ng/ml; R&D Systems) were dissolved in water. BDNF was applied at CT16, while TTX was applied 24 h prior to VIP treatment. Sotrastaurin (300 nM; Cayman Chemical), SP600125 (3 µM; Tocris), SCH772984 (100 nM; Cayman Chemical) and 666-15 (1 µM; Tocris) were all dissolved in DMSO, Rp-8-Br-cAMPS (50 µM; Biolog) in water, while PKI 14-22 amide myristoylated (1 µM; Tocris) was dissolved in 30% acetonitrile; these 6 drugs were used 30 min prior to VIP treatment. All pharmacological agents were bath-applied to SCN slices unless otherwise stated, and washed off only if stated explicitly. Phase of treatments was extrapolated from the preceding rhythm. Due to their arrhythmic nature, *Cry1*^*−/−*^*Cry2*^*−/−*^ slices were treated based on *Cry1*^*−/−*^*Cry2*^*+/-*^ littermate phases (data not shown).

### Bioluminescence analysis

Bioluminescence recordings from adult and pup slice cultures were analysed to calculate circadian period length, amplitude and relative amplitude error (RAE; a measure of the robustness of a rhythm) using the Fast Fourier Transform–Non-Linear Least Squares (FFT–NLLS) function in the BioDare software^75^. Changes in these values following drug treatment, rather than the absolute values themselves, were often used to account for intrinsic variability between SCN slices. Unless otherwise stated, values were calculated based on rhythms four days before and four days after treatment excepting the first 36 h immediately after treatment application. Phase shifts were calculated as follows: the pre-treatment recording was used to predict when subsequent bioluminescence peaks would occur by extrapolating multiples of the measured period to the last identified peak before the treatment. These were compared with the actual observed peaks of bioluminescence following treatment and any differences were calculated in hours. PER2::LUC induction was calculated by identifying the bioluminescence values for three peaks prior to drug treatment, and extrapolating what the next peak would have been using the ‘growth’ function in Microsoft Excel. The actual bioluminescence value of the peak following the drug treatment was compared to this predicted value, and a fold-change could then be calculated. If this approach was not possible (for example for CryDKO slices), induction of bioluminescence was calculated instead by subtracting the normalised bioluminescence value immediately before treatment from the highest value within the 6 h recording window after treatment for each slice. Also for CryDKO slices, root mean square (RMS; a measure of how much a signal deviates from zero) was calculated as a replacement for amplitude as there is no reliable PER2::LUC oscillation in CryDKO slices. Raw *Cry1*^*−/−*^*Cry2*^*−/−*^ bioluminescence traces were first normalised to the highest value within each dataset (to account for absolute gain differences between PMTs), before performing a 24 h rolling baseline subtraction so that the signal oscillated around zero. Values 48 h before treatment and 48 h after treatment (allowing a 24 h interval which was not included immediately post-treatment) were squared, and the mean for each interval was calculated. The square root of these means was taken and a percentage change between the two intervals was calculated for each slice.

### Time-lapse image analysis

The Semi-automated route for image analysis (SARFIA)^35^ package for Igor Pro software (v. 6.3; Wavemetrics) was used for time-lapse region of interest (ROI) and centre of mass (CoM) analysis. ROIs within the slice were identified following despeckling and background subtraction in FIJI by thresholding the slice images and optimising pixel limits using SARFIA. The positions of these ROIs, their individual bioluminescence intensity profiles and raster plots generated from these profiles were then produced in Igor Pro. Subsequent circadian analysis of ROIs using BioDare was performed as described. Rayleigh plots displaying phase coherence could be produced from these data by converting phase information of each ROI into circular data using Microsoft Excel, and plotted using the R ‘circular’ package. For CoM analysis^34^, time-lapse series were processed (despeckled, background subtracted and normalised) and thresholded in FIJI before using an in-house plugin for Igor Pro from which co-ordinates were generated.

### Microarray

Organotypic SCN slices were divided into four treatment groups for subsequent RNA extraction and microarray analysis to determine the acute effects of VIP treatment. The CT10 group was untreated and would serve as a baseline comparison; CT12 Vehicle slices were treated with vehicle (HEPES-buffered medium) at CT10 and harvested at CT12 (the peak of PER2::LUC bioluminescence); CT12 VIP slices were treated with 10 µM VIP at CT10 and harvested at CT12; CT16 VIP slices were treated with 10 µM VIP at CT10 and harvested at CT16 (the approximate new peak of PER2::LUC following VIP treatment based on previous experiments). Following total RNA extraction, samples were sent to Cambridge Genomic Services (Department of Pathology, University of Cambridge) for further processing and microarray analysis. Here the total RNA was checked on an Agilent Bioanalyzer 2100 for integrity, with all samples demonstrating an RNA Integrity Number (RIN) of > 9 apart from two (RIN 7.1 and 8.0). Total RNA was amplified using the Ovation Pico WTA v2 kit (NuGEN Technologies), and the resulting cDNA was fragmented and biotinylated using the BiotinIL kit (NuGEN Technologies). Concentration, purity and integrity of this labelled cDNA were determined using the Nanodrop ND-1000 (Thermo Scientific) and by Bioanalyzer before the cDNA was hybridised to a MouseWG-6 v2 BeadChip overnight. After washing, hybridisation was visualised by staining with streptavidin-Cy3 and scanned using a Bead Array Reader (Illumina).

### Microarray analysis

Raw data were loaded into R using the Bioconductor lumi package^76^ and segregated into pairs (such as CT12 Vehicle vs. CT10) for later comparison. These subgroups were then filtered using the detection *p*-value from Illumina to exclude any non-expressed probes, defined as not being significantly different (*p* > 0.01) from negative controls. Data were then transformed using the Variance Stabilisation Transformation (VST)^77^ and then normalized using quantile normalisation to remove technical variation between arrays. A global normalisation to allow visualisation of all groups was also performed. The limma package^78^ was used for comparisons between sample groups, and results were corrected for multiple testing using False Discovery Rate (FDR) correction. Correlations and clustering of the datasets from each sample were then performed to identify potential outliers and assess the quality of the data. A heatmap was generated using Morpheus software (Broad Institute, software.broadinstitute.org/morpheus/), and clustering was carried out using the in-built Hierarchical Clustering function in Morpheus. Transcripts found to be significantly regulated by VIP were examined using the DAVID ontology software^79,80^ to identify significantly regulated pathways (using gene ontology (GO) terms) through the functional annotation chart function. These significant GO terms were then clustered and visualised using the enrichment map plugin^81^ for Cytoscape (v 3.5)^82^. Only terms significant at *P* *<* 0.01 and *q* *<* 0.05 were visualised. Significantly regulated genes were analysed for the presence of cAMP/Ca^2+^ regulatory elements (CREs) in promoters by comparison with the dataset from Zhang et al.^43^. Transcripts that were not found in that dataset were excluded from this analysis. Once the circadian or CRE regulation of transcripts had been established, significant enrichment (e.g. for CRE regulation amongst VIP-upregulated transcripts) was tested using the chi-squared test. The observed number of genes regulated in a given way was compared with expected values calculated based on the ratios seen when looking at all transcripts in the CT12 VIP vs. CT12 Vehicle dataset.

### Cloning of DUSP4 CRISPR and overexpression constructs

The CRISPR-Cas9 system^83^ was used to knockout *Dusp4* in SCN slices. Guide RNA (gRNA) sequences were cloned into *pAAV-U6sgRNA(SapI)_hSyn-GFP-KASH-bGH* (Addgene #60958)^52^, which contains a gRNA and gRNA scaffold sequence under the control of the human U6 promoter (an RNA polymerase III promoter), as well as a GFP reporter localised to the cytoplasm by a Klarsicht, ANC-1, Syne Homology (KASH) domain under the human synapsin promoter. gRNA sequences were designed using either the gRNA Design Tool by Atum (https://www.atum.bio/products/crispr#4) or the MIT CRISPR design tool (http://crispr.mit.edu/) and the 20 nucleotide targets were as follows: g1, GCTGCAATACCATCGTGCGG; g2, GCGCCCTCTTAGCCCTCGCC; g3, ACTGCGTTTTGCCGGCGACA; g4, CTCCATCGTCACCATGTCGC; g5, GGCGGCGGCGGCAGCGCGGG; g6, AACAAGAAGGAACCAGGCGA. These oligos, along with complementary 20 nt oligomers, were synthesised (by Sigma) and annealed together. Annealing was carried out by mixing 2 µg of each oligomer (dissolved in water at 100 µM) together with its counterpart, then making the final solution up to 50 µl with annealing buffer (10 mM EDTA, 10 mM Tris (pH 8) and 50 mM NaCl). This was heated at 95 °C for 5 min and then allowed to cool to room temperature. The oligomers were designed such that there would be a 3 nt overhang at each end (ACC and AAC at the 5′ and 3′ ends, respectively) so that, following annealing, the double stranded product could be ligated into *pAAV-U6sgRNA(SapI)_hSyn-GFP-KASH-bGH* digested with SapI. Final constructs were validated in cells and successful plasmids were packaged into AAVs. Co-transduction was carried out with *pAAV.Mecp2.SpCas9* (Addgene #60957).

Conditional DUSP4 overexpression was achieved by cloning *Dusp4* cDNA, alongside an mCherry tag, into *pAAV-EF1a-double floxed-hChR2(H134R)-mCherry-WPRE-HGHpA* (Addgene #20297). mCherry-P2A was amplified from an in-house plasmid using the forward primer 5′-TATGGTACCTTCATAGGGCCGGGATTCTCC-3′ and the reverse primer 5′-TATGTCGACCATGGTGAGCAAGGGCGAG-3′, containing KpnI and SalI restriction sites respectively. The product was digested with KpnI and SalI and ligated into a similarly digested *CMV.Dusp4-myc* vector (Origene MR222119). mCherry-P2A-Dusp4 was amplified from the resulting vector using the forward primer 5′-TATGCTAGCCGTCGACCATGGTGAGCAA-3′ and reverse primer 5′-TATGGCGCGCCTACAGCTGGGGGAGGTGG-3′, which incorporated NheI and AscI restriction sites, respectively. After digestion with NheI and AscI, the product was ligated into *EF1a-double floxed-hChR2(H134R)-mCherry-WPRE-HGHpA* (Addgene #20297), which had been similarly digested, to produce *Ef1a.DiO.mCherry-P2A-Dusp4*. This was validated in cells and subsequently packaged into AAV particles.

### RNA extraction from SCN slices

SCN slices were washed in sterile PBS before detaching them from the membrane filter and storing them in RNALater (Qiagen) for 1–30 days at 4 °C to preserve the RNA. RNA extraction was carried out with an RNeasy Micro Kit (Qiagen) using an adapted protocol from the manufacturer’s recommendation. RNALater surrounding the slice was removed by pipette and replaced with 350 µl Buffer RLT to disrupt and homogenise the tissue, assisted by 30 s of vortexing. One volume of 70% ethanol was added to the lysate and mixed, then transferred to an RNeasy MinElute spin column and centrifuged for 30 s at 12,000 × *g*. a volume of 350 μl Buffer RW1 was added to the column and spun through for 30 s at 12,000 × *g*, before carrying out a DNase I incubation to remove genomic DNA. A volume of 350 μl Buffer RW1 and 2 × 500 μl Buffer RPE washes were then performed, again for 30 s at 12,000 × *g*. A final wash with 80% ethanol was done, centrifuging for 2 min at 12,000× *g*, with any remaining residue being removed by a subsequent 5 min spin at full speed (~21,000 × *g*). RNA was eluted in 14 μl RNase-free water, and its purity and concentration were assessed via Nanodrop. cDNA was subsequently synthesised from RNA using an iScript cDNA synthesis kit (Bio-Rad) according to manufacturers instructions, with the result diluted 1:2 in nuclease-free water before subsequent processing.

### qPCR

A volume of 15 µl of cDNA solution from each SCN slice was pooled to generate the highest concentration standard. Serial dilutions were then performed to produce the remaining standards. Samples were diluted 1:10 to ensure they fell within this standard curve, and to provide sufficient sample volume for all genes investigated. qPCR was carried out using a Prime Pro 48 machine (Techne) and KAPA SYBR Fast qPCR reagents (KAPA Biosystems). Each sample well consisted of 6.5 μl KAPA SYBR master mix, 0.5 μl of each primer at 10 µM (see Table 1 below) and 2.5 μl nuclease-free water prepared as a master mix, plus 2.5 μl cDNA. Plates were sealed, vortexed and centrifuged briefly, and were then run in the Prime Pro 48 with the following conditions: 95 °C for 2 min, then 40 cycles of 5 s at 95 °C and 30 s at an optimised annealing temperature. At the end of the cycling, a melt curve programme was run which involved heating to 95 °C for 15 s, then dropping to 55 °C for 15 s and gradually increasing in temperature to 95 °C. Analysis was carried out using Prime Pro Study software, excluding wells with unexpected melt curves (suggesting a different PCR product). Samples were compared to the standard curve to determine relative quantity of a given transcript, which was in turn normalised to RNS18 quantity to control for variable total RNA levels. The primers in Table 2.5 were made by Sigma and validated in-house. In addition to these, pre-validated PrimePCR SYBR Green Assay primers were purchased from Bio-Rad for mouse *Mat2a* and *Cxcl10* transcripts. For *Mat2a*, a 147 bp amplicon was amplified from the 115–291 bp region of the Mat2a transcript. For *Cxcl10*, a 61 bp amplicon was amplified from the 608-698 bp region of the *Cxcl10* transcript. Both primers used 60 °C as their annealing temperature.

**Table 1:** Primers used for qPCR of genes to validate microarray data

Gene name	Primer direction	Sequence	Amplicon length (bp)	Annealing temperature (°C)	Primer pair source
*Adamts1*	Foward	AGTGGTGTGTCAGTGGCAAG	166	65	^85^
	Reverse	TTCTTTGGGACTGGGTTGTC			
*Cartpt*	Foward	AAGAAGTACGGCCAAGTCCC	86	59	Primer BLAST
	Reverse	CAGTCACACAGCTTCCCGAT			
*Dbp*	Foward	AATGACCTTTGAACCTGATCCCGCT	175	58	^86^
	Reverse	GCTCCAGTACTTCTCATCCTTCTGT			
*Dusp4*	Foward	CTGTACCTCCCAGCACCAAT	233	65	^87^
	Reverse	GACGGGGATGCACTTGTACT			
*Irs2*	Foward	GCGGCCTCATCTTCTTCACT	130	58	^88^
	Reverse	AACTGAAGTCCAGGTTCATATAGTCAGA			
*Per1*	Foward	CACCACTGCCGATCTAAAGC	186	59	In-house
	Reverse	TCGAGGGGAGAATACTGGGA			
*Per2*	Foward	CCTACAGCATGGAGCAGGTTGA	94	58	In-house
	Reverse	TTCCCAGAAACCAGGGACACA			
*Ptgs2*	Foward	TGAGTACCGCAAACGCTTCT	148	59	Primer BLAST
	Reverse	ACGAGGTTTTTCCACCAGCA			
*Rn18s*	Foward	CGCCGCTAGAGGTGAAATTC	62	58	In-house
	Reverse	TTGGCAAATGCTTTCGCTC			
*Vgf*	Foward	AGGAGGAGGACGGGGAAG	135	65	^89^
	Reverse	TCTGCGGATCCATCTCCTC			

### X-gal section staining

Following careful dissection, brains were immediately post-fixed in 10 ml 4% paraformaldehyde (PFA; Alfa Aesar) made up in phosphate buffer (108 mM Na_2_HPO_4_.2H_2_O, 25.3 mM NaH_2_PO_4_.2H_2_O) and shaken for 2 h at 4 °C before being cryopreserved in 20% sucrose (Fisher Chemical, UK) in PBS at 4 °C overnight. The brains were then mounted on a freezing microtome using OCT embedding medium (Thermo Scientific) and 40 µm coronal sections were taken, rostral to caudal. Sections were placed in wells of WHO dimple trays containing 0.01 M PBS. Solution A (0.43 mg ml^−1^ X-gal, 2% N,N-dimethylformamide, 1 mM MgCl_2_; in PBS) was mixed with Solution B (21 mg ml^−1^ potassium hexacyanoferrate (II) trihydrate, 16.5 mg ml^−1^ potassium hexacyanoferrate (III); in H_2_O) at a ratio of 9:1 to make X-gal staining solution. Following washes in PBS, the sections were incubated in X-gal staining solution at 37 °C in a humidified chamber for 12–48 h. The sections were washed in PBS and then mounted onto slides before being allowed to air dry. The slides were briefly rinsed in water to remove residual salts and then dehydrated in 95% ethanol and 100% ethanol for 2 min each. Slides were placed in Clear-Rite 3 (Thermo Scientific) for 2 min and finally coverslipped using Pertex Mounting Medium (HistoLab). Images were acquired on an Olympus BX41 microscope with a Nikon DS2mv camera attachment.

### Transient transfection of cells

Neuroblastoma2A cells (N2As; PHE culture collection 88112303) were cultured in DMEM with Glutamax (Invitrogen) supplemented with 10% FCS in a 37 °C humidified incubator at 5% CO_2_. For transient transfection, cells were seeded in 12-well plates at a density of 1 × 10^5^ one day prior to transfection. A volume of 1 µg total plasmid DNA was used, incubated with 3 µl FuGene 6 Transfection Reagent (Promega) in 250 µl OptiMEM (GIBCO) per well for 20 min. This transfection solution was then gently added to each well. Cells were typically harvested 72 h after transfection for western blots. For downstream fixation and imaging, cells were seeded in 24-well plates on poly-L-lysine-coated 13 mm coverslips at a density of 5 × 10^4^ per well one day prior to transfection and were transfected with FuGene 6, OptiMEM and 0.5 µg total DNA using the same ratios and protocol as stated above. *Ef1a.DiO.mCherry-P2A-Dusp4* was co-transfected with *pAAV.CAG.iCRE-2A-H2BGFP.WPRE* (kind gift of Ernesto Ciabatti, MRC, LMB). Cells were fixed after 72 h.

### Western blotting

N2A cells were washed in warm PBS and harvested in 100 µl RIPA buffer supplemented with one cOmplete, EDTA-free Protease Inhibitor Cocktail (Roche) tablet per 10 ml. Samples were subsequently sonicated to ensure cell lysis and to shear DNA before centrifugation at 21,000 × *g* at 4 °C for 10 min to obtain the soluble protein fraction. Equal amounts of protein was denatured for 5 min at 90 °C in the presence of 4x NuPAGE LDS Sample Buffer (Invitrogen) and 25 mM DTT. Samples were loaded onto 4–12% Bis-Tris NuPage gels (Invitrogen) alongside a Novex Sharp Pre-Stained Protein Standard (Invitrogen) and run using the MOPS buffer system at 200 V for 45 min. Proteins were transferred using a wet tank system at 30 V for 1 h at 4 °C onto polyvinylidene difluoride (PVDF) membranes (Immobilon-P Membrane, 0.45 µm, Millipore) activated in methanol. Membranes were subsequently blocked for 1 h at room temperature in 5% (w/v) non-fat dried milk (Marvel) in TBS-T and incubated with anti-myc tag (1:2000, Abcam ab9106) overnight at 4 °C. Membranes were then washed three times in TBS-T for 15 min each and incubated in anti-rabbit IgG coeroxinjugated to horseradish pdase (CST 7074). After three more 20 min washes in TBS-T, the ECL Prime (GE Healthcare) chemiluminescence system was used for detection, imaged using a GelDoc system (Bio-Rad) and analysed in Image Lab software (Bio-Rad) Rabbit anti-β-actin (1:5000, CST 4967) was used as a loading control.

### Immunohistochemistry

Freshly dissected brains were fixed in 4% PFA for 3 h at room temperature, then cryopreserved in 20% sucrose/PBS overnight at 4 °C. The brains were then mounted on a freezing microtome using OCT embedding medium and 40 µm coronal sections containing SCN were taken, rostral to caudal. Sections were permeabilised in 100% methanol for 10 min at −20 °C, washed in PBS and then blocked in blocking buffer (2% normal goat serum, 1% BSA, 0.3% triton X-100 in PBS) for 1 h shaking at room temperature. Primary antisera incubation was carried out overnight at 4 °C using rabbit anti-pERK (CST, 197G2) at 1:1000 in antibody buffer (1% BSA, 0.3% triton X-100 in PBS). Cells were then washed in a 1:3 dilution of antibody buffer in PBS before secondary antibody incubation with goat anti-rabbit Alexa fluor 488 (Invitrogen) at 1:500 in the same buffer. Sections were washed and mounted onto Superfrost Plus slides (Thermo Fisher), rinsed in water and coverslipped using Vectashield Hardset mounting medium with DAPI (Vector labs). Confocal imaging was performed using a Zeiss 780 microscope and a 20x objective, with fluorescence measurements performed on FIJI.

Immunohistochemistry of SCN slices was performed as above with some modifications. Slices were fixed for 1 h at 4 °C 30 min after drug treatment. Permeabilisation, blocking and primary antisera incubation were performed as above, but washes were carried out in undiluted antibody buffer over several days after secondary antibody incubation. Confocal imaging was performed using a Zeiss 780 microscope and ×20 or ×63 objectives.

Immunocytochemistry of cells was performed using the above procedure with some modifications. Cells were fixed for 20 min at 4 °C, there was no methanol permeabilisation step, primary antisera incubation was carried out using rabbit anti-myc tag (Abcam, ab9106) at 1:1000, and the secondary antibody used was goat anti-rabbit Alexa fluor 647 (Invitrogen) at 1:500. Cells were washed, rinsed in water and the coverslips transferred to slides. Images were acquired using a Nikon HCA inverted fluorescence microscope.

### AAV production

HEK293T cells were seeded in 15 cm plates at a density of 5 × 10^6^ one day prior to transfection. Cells were co-transfected with 7 µg AAV 2/1 (Rep/Cap proteins, for serotype 1), 20 µg pHGTI-Adeno1 (adenoviral helper) and 7 µg of the vector plasmid itself per plate, using polyethylenimine (PEI) in a 1:4 ratio DNA:PEI, mixed with 5 ml of DMEM. About 6 h after transfection, the medium was changed, with the harvest beginning 72 h post-transfection. The supernatant from each plate was harvested (and pooled if applicable) before centrifugation in a tabletop centrifuge at 2000× *g* for 30 min. The resultant supernatant was then filtered through a 0.45 µm Steriflip (Millipore) and transferred to polyallomer 30 ml ultracentrifuge tubes (Beckman Coulter). A volume of 2 ml of sterile 20% sucrose/PBS was gently pipetted to the bottom of these tubes before ultracentrifugation at 40,000 × *g* at 4°C for 2 h (Optima XPN-90 Ultracentrifuge, Beckman Coulter). The supernatant was subsequently removed and discarded, leaving the AAV pellet. The polyallomer tubes were allowed to air dry before the pellet was resuspended in 25 µl sterile, ice-cold PBS. This was left on ice for 1 h before combining resuspensions (if necessary), aliquotting and storing at −80 °C. Other AAVs were purchased commercially: *AAV8.hSyn.GFP::Cre* (UNC Vector Core); *AAV1.CAG.DiO-tdTomato and AAV1.Syn.NES.jRCaMP1a.WPRE.SV40* (Penn Vector Core)^84^.

### General analysis

Statistical tests and graphical representation of data (typically mean ± SEM) were performed using Prism 6 or 7 software (Graphpad). Two-tailed, unpaired Student’s *T*-tests were performed in experiments containing two groups separated by one independent variable. More than two groups separated by one independent variable were tested using an Ordinary one-way ANOVA, with Tukey correction for multiple comparisons where every group is compared to every other group, or Dunnett correction where groups are compared to a control group. Two-way ANOVAs with Tukey correction for multiple comparisons between all groups were performed on experiments involving multiple independent factors (e.g. time and drug treatment). If no significant differences are found between individual groups, then any significant differences between factors are reported. Pearson’s correlation coefficient was calculated to determine if two variables were correlated and, if applicable, linear regression was used to see if one variable could be predicted from another.

### Biological materials

All unique materials (plasmids, gRNA sequences, qPCR primers, viral vectors) are available from the authors, excluding: two pre-validated qPCR primers for Mat2a and Cxcl10, which are commercially available from BioRad, and two commercially available AAVs: AAV8.hSyn.GFP::Cre (UNC Vector Core); AAV1.Syn.NES.jRCaMP1a.WPRE.SV40 (Penn Vector Core).

### Reporting summary

Further information on experimental design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Movie 1

Supplementary Movie 2

Reporting Summary

## Data Availability

Microarray data have been deposited in the Gene Expression Omnibus under accession code GSE113797. The datasets generated during the current study are available from the corresponding author on reasonable request. A reporting summary for this Article is available as a Supplementary Information file.

# Supplementary material for: Vasoactive intestinal peptide controls the suprachiasmatic circadian clock network via ERK1/2 and DUSP4 signalling
**Source:** Nat Commun. 2019 Feb 1;10:542. doi: 10.1038/s41467-019-08427-3
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

Description of Additional Supplementary Files

File Name: Supplementary Movie 1

Description: PER2::Luciferase bioluminescence recording from SCN slice before and after treatment with VIP.

File Name: Supplementary Movie 2

Description: Simultaneous recordings of CRE::Luciferase bioluminescence and RCaMPfluorescence reporting intra-cellular calcium from SCN slice before and after treatment with VIP.

How the deposited data were processed for this re-analysis (not part of the article)

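The data were the Illumina MouseWG-6 v2 arrays of the 16 slice samples, 4 each of CT10, CT12 Veh, CT12 VIP and CT16 VIP, with the groups taken from the sample labels. The raw values are mean bead intensities per probe and array, read by the authors on an Illumina Bead Array Reader and deposited without normalisation, with bead summary software that is not stated. Beside them the authors deposited detection p-values, which compare each probe with the negative control probes of its array. The authors also deposited log2-like values made with lumi (version not stated), by filtering on a detection p of 0.01, variance stabilisation and quantile normalisation. These were normalised for CT12 VIP with CT12 Veh, for CT16 VIP with CT12 VIP, and globally over the 16 arrays. It was checked on the values that every array of a table has the same quantiles, within 0.0257 on the log2 scale, and that each table holds the probes detected on at least 1 of its arrays. No pair of arrays had identical values, and the correlations between arrays lay between 0.927 and 0.983.

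Probes were named through the Entrez identifier (13733 probes) or the accession (1254) of the platform table, through a unique older symbol (969) or by the symbol of that table (777). Unnamed probes were counted but stand for no gene, and Prok2, Mat2a and Vipr2 have no named probe.

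Groups were compared in R 4.3.3 with limma 3.58.1 by a moderated fit per probe, 2-sided, without covariates and with Benjamini-Hochberg adjustment at 0.05. Only the arrays of the 2 groups entered each fit. The fit used the authors' pairwise values where these exist. It otherwise used neqc values of probes with a detection p of 0.01 or less on at least 1 of the arrays compared. The kinetics of the 300 probes came from a fit of the 4 groups on the global values. Clusters came from average linkage on 1 minus the Pearson correlation.

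Of the 27 gene lists, 25 cover the clock, immediate early genes, CREB targets and family, dual specificity phosphatases, ERK feedback, MAPK kinases, cAMP machinery, neuropeptides and their receptors, gap junctions, chemokines and cytokines, heparin binding, cholesterol synthesis, interferon, cell stress, oxidative phosphorylation and markers of 8 cell types. The other 2 hold the genes that the paper names and those of its qPCR. The paper reports on these samples, so neither list is taken as independent of them. It gives rhythmic expression and SCN enrichment as criteria for the qPCR genes. A list of motile cilia genes was written after the largest falls were seen. Lists were tested with camera at its preset correlation of 0.01 and with an estimated correlation, adjusted over the lists.

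The genes to be named were the 12 largest rises and 8 largest falls in CT12 VIP vs. CT12 Veh and in CT16 VIP vs. CT12 VIP, among genes past the threshold whose groups of arrays do not overlap, every gene that the paper names, and up to 4 members of each list past the threshold with the largest change. Others are said to be named after their values were seen.

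The fits were tested on simulated data with 200 changed probes. Of changes of 0.5 on the log2 scale, 92.5% were recovered for CT12 VIP vs. CT12 Veh, 79.1% for CT16 VIP vs. CT12 VIP and 0% to 5.97% on neqc values. Of changes of 1, 100% were recovered in the first 2 and 38.8% to 67.2% on neqc values. Of the calls, 1.87% to 8% were false. Of 27 simulated lists, the 1 that was moved was called and no other was. The simulated probes varied independently, so this does not test lists of correlated genes. The estimated correlation of the immediate early genes was 0.263 after 2 h.

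The alternatives were neqc, quantile normalisation of log2 signals without background correction, the global values, a stricter or no filter on detection, a fit of all arrays, the replicate number as a block, array weights, unadjusted p-values, the mean of a gene's probes, fry and an estimated correlation for lists, and leaving out each array in turn. After the data were seen, the fits were also run without the arrays with fewer than 10000 detected probes, with the number of detected probes as a covariate, and with each probe of the heatmap centred, and 4 genes of motile cilia were tested on background-corrected values that are not normalised between arrays. The CRE analysis, gene ontology terms and qPCR were not analysed here.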

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

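The list of motile cilia genes and the tests of fewer ependymal cells, of the authors' variance stabilisation and normalisation, of variation between arrays over all lists, of vehicle or handling and of VIP as an explanation for Dbp were chosen only after the result was seen.

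In 27 of 340 groups of 4 arrays tested (7.94%), 1 array lay apart from the other 3, by a gap of more than the critical share of the range of the group (Dixon's test), and chance gives about 1 in 20. The share of the range was 0.93 for the median raw signal of CT12 VIP 1, which was 129.5 against 92.1 to 94.7. The other groups were of single genes. In CT10 they were Cry1 (0.865), Cxcl1 (0.83) and Hbegf (0.927) for replicate 4, Dusp1 (0.949), Gal (0.835) and Insig1 (0.921) for replicate 1 and Pdgfra (0.86) for replicate 5. In CT12 Veh they were Btg1 (0.914) and Ccdc190 (0.878) for replicate 1, Pde4a (0.839) for replicate 2 and Ptgs2 (0.925) for replicate 3. In CT12 VIP they were Fosb (0.835), Grp (0.897) and Pde4b (0.868) for replicate 1, Atp5b (0.838) for replicate 2, F8a (0.838) for replicate 3 and Klf4 (0.866) for replicate 4. In CT16 VIP they were Bdnf (0.865), Cxcl10 (0.836), Nefl (0.948), Nts (0.943) and Tuba8 (0.921) for replicate 1, Adamts1 (0.916) and Procr (0.858) for replicate 2, Plod3 (0.878) for replicate 3 and Cxcl1 (0.864) for replicate 4. CT16 VIP 1 stood apart in 5 groups and CT12 VIP 1 in 4.

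Of the genes measured in all 3 comparisons of the CT12 Veh and VIP groups, 2 moved in opposite directions against CT12 Veh after 2 h and 6 h, with a change between the VIP groups that passed its own test. Ddit4l fell by 0.75 after 2 h (SE 0.091, adjusted p = 2.16e-05), lay above CT12 Veh by 1.13 at 6 h (SE 0.18, adjusted p = 0.0068, neqc values) and changed by 1.66 between the VIP groups (SE 0.10, adjusted p = 9.63e-07). Lpin1, a phosphatidate phosphatase named after its values were seen, rose by 0.25 after 2 h (SE 0.068, adjusted p = 0.0402), fell by 0.83 at 6 h (SE 0.17, adjusted p = 0.0273, neqc values) and changed by -0.412 between the VIP groups (SE 0.079, adjusted p = 0.0138). The fall of Lpin1 at 6 h comes from another probe than its other values, and the probe that rose after 2 h differed by -0.63 there (SE 0.26, adjusted p = 0.303). In each of these 6 comparisons, 4 of 4 arrays of the first group lay beyond every array of the second. At 6 h, circadian time differs as well.

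Some lists outside the genes that the paper discusses passed camera at its preset correlation, as did the immediate early genes between CT12 Veh and CT10. None of the values that follow passed with an estimated correlation. After 2 h of VIP, 17 interferon genes had a median log2 difference of 0.0852 (0.0694 with genes below background at their bound, adjusted p = 0.0249, and adjusted p = 0.486 with an estimated correlation), with 0 past limma's test and 4 higher at an unadjusted p under 0.05. The 7 ependymal markers had a median of -0.14 (-0.0585 at the bound, adjusted p = 0.02, and adjusted p = 0.183 with an estimated correlation), with Tmem212 and Rarres2 lower. The 12 neuron markers had a median of 0.0204 (0.0143 at the bound, adjusted p = 0.0347, and adjusted p = 0.201 with an estimated correlation), with Nefl higher. The 63 genes of oxidative phosphorylation had a median of -0.0698 (adjusted p = 0.00624, and adjusted p = 0.239 with an estimated correlation), with 0 past limma's test and 13 lower at an unadjusted p under 0.05. At 6 h against CT12 Veh, 18 interferon genes had a median of 0.344 (0.315 at the bound, adjusted p = 0.00133, and adjusted p = 0.381 with an estimated correlation), with Ifit1, named after its value was seen, higher. The 7 ependymal markers had a median of -0.711 (adjusted p = 0.00317, and adjusted p = 0.293 with an estimated correlation), with Tmem212 lower. In CT12 Veh against CT10, the 19 immediate early genes had a median of 0.456 (0.331 at the bound, adjusted p = 1.03e-09, and adjusted p = 0.466 with an estimated correlation), with 0 past limma's test and 10 higher at an unadjusted p under 0.05.

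Ccdc190, Fam216b, Ubxn10 and Spef1, all linked to motile cilia, fell after 2 h of VIP, by 1.10 on average on neqc values (Fam216b fell by 0.71 on the authors' values, SE 0.078, adjusted p = 5.51e-06, lower in 4 of 4 CT12 VIP arrays). For Ccdc190 and Spef1, 1 of 3 and 1 of 2 probes passed. The authors' variance stabilisation is argued against as the cause, since the highest adjusted p of the 4 genes on neqc values was 0.00738. Their normalisation between arrays is argued against too, since on background-corrected values that are not normalised between arrays the 4 genes fell by 0.76 (SE 0.17) to 1.24 (SE 0.18), with a highest adjusted p of 0.0184. Fewer ependymal cells in the VIP slices and less transcription within these cells cannot be told apart, as cells were not counted here. The 39 genes of motile cilia detected on every CT12 Veh array had a median of -0.539 on neqc values (SE across genes 0.072, from -1.30 to 0.098), which may come from either. This list, written after the falls were seen, holds the 4 genes, and without them the median was -0.476 (SE across genes 0.068, 35 genes), and 20 of 61 measured genes fell and 0 rose on the authors' values. The SEs of these medians treat the genes as independent, which genes measured on the same arrays are not. They do not give the spread over slices.

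The set of immediate early genes had a higher mean level in CT12 Veh than in CT10, but 0 of 19 passed limma's test (10 higher at an unadjusted p under 0.05), and the call by camera was lost with an estimated correlation (adjusted p = 0.466) and with fry (adjusted p = 0.217). The mean level was 7.25 ± 0.38 (SD, n = 4) in CT12 Veh and 6.75 ± 0.050 (SD, n = 4) in CT10 on neqc values, and 4 of 4 CT12 Veh arrays lay above the median of CT10. A 2-sided exact permutation test gave p = 0.0286, the smallest that 4 arrays against 4 allow, but it decides nothing, since this list was picked out of 27 on the same arrays. Of the 35 splits of the 8 arrays, 5 had a list with a camera p as low as the lowest of the real one (the real one included), so variation between arrays that moves any of the lists stays open. Vehicle treatment or handling at CT10 cannot be told apart from it, or from the 2 h between the times of collection, for the difference of 0.503, as vehicle and time both differ between these groups.

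Dbp fell by 2.00 in CT16 VIP against CT12 Veh on neqc values (SE 0.18, adjusted p = 0.000144), and each of the 4 CT16 VIP arrays lay below each CT12 Veh array. On these arrays, the daily decline of Dbp between CT12 and CT16 without VIP cannot be told apart from an effect of VIP, as a CT16 vehicle group was not analysed here. The difference between CT12 Veh and CT10 was -0.287 on neqc values. The paper's qPCR, on independent samples, did include a CT16 vehicle group, and the paper reports that Dbp was downregulated after VIP there. That qPCR was not analysed here. The difference between CT12 VIP and CT12 Veh, at one circadian time, was -0.323 on the authors' values and -0.61 on neqc values (SE 0.11, adjusted p = 0.0153), so VIP may contribute to the lower level at CT16.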

How the results depend on the processing

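The fits without the arrays with fewer than 10000 detected probes, with the number of detected probes as a covariate and with each probe centred were chosen only after the data were seen. Where a value moved, the cause was not tested, except that an unadjusted threshold passes more probes by its construction.

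For CT12 VIP vs. CT12 Veh, the count of 738 was 487 with neqc, 389 with neqc without a detection filter, 452 with all 16 arrays in one fit and 2676 at an unadjusted p under 0.05. It lay between 527 and 901 in the other alternatives, and between 548 and 653 without any 1 array. For CT16 VIP vs. CT12 VIP, the count of 342 was 175 with neqc, 157 with neqc without a detection filter, 516 with all 16 arrays, 604 with the covariate and 2378 at an unadjusted p. Without 1 array it lay between 189 (without CT12 VIP 4) and 454 (without CT16 VIP 1). It was 202 and 197 without CT12 VIP 2 and 3.

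For CT12 Veh vs. CT10, limma passed 0 probes, and 0 without any 1 array. It passed 1 with log2 quantile normalisation, 1 with the global values, 1 with all 16 arrays and 1130 at an unadjusted p. For CT16 VIP vs. CT12 Veh, the count of 414 was 666 with the global values, 980 with all 16 arrays, 140 without the arrays with fewer than 10000 detected probes and 2602 at an unadjusted p. Without 1 array it lay between 194 (without CT12 Veh 4) and 767 (without CT16 VIP 1), with 246, 242 and 201 without CT12 Veh 1, 2 and 3 and 241 and 270 without CT16 VIP 2 and 3. For CT12 VIP vs. CT10, the count of 453 was 2402 at an unadjusted p, and between 294 (without CT12 VIP 4) and 519 (without CT12 VIP 1). For CT16 VIP vs. CT10, the count of 445 was 1153 with all 16 arrays, 686 with the covariate and 2619 at an unadjusted p. Without 1 array it lay between 235 (without CT10 5) and 592 (without CT16 VIP 1), with 287 and 254 without CT10 1 and 4.

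The share of higher probes after 2 h, 65.04%, was 76.39% with neqc, 80.72% with neqc without a detection filter, 78.76% with all 16 arrays, 60.93% with the covariate, 72.32% with log2 quantile normalisation, 59.18% with detection on every array of a group and 73.06% without the arrays with few detected probes, and 66.16% to 71.56% without any 1 array. It fell below an even split, to 48.99%, at an unadjusted p. Higher probes had the larger median change in each alternative in which this was compared (difference 0.026 to 0.268), which left out neqc without a detection filter, the fit of all 16 arrays and the covariate. Of the 8 VIP arrays, 3 formed a cluster of their own group with all detected probes, and 8 with all detected probes each centred, and 8 with the 300 probes, also with neqc or centred. The overlap of 106 was 41 to 50 with the CT12 VIP arrays split, 78 with neqc, and 75 to 118 without any 1 array. The 98 probes that rose and then fell were 86 with neqc, 76 without the arrays with few detected probes, and 87 to 107 without any 1 array.

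Of 27 lists, 16 passed after 2 h, 10 with an estimated correlation, 15 with fry, and 13 to 17 without any 1 array. From 2 h to 6 h, 6 passed, 10 with fry, 5 with an estimated correlation, and 6 to 8 without any 1 array. For CT16 VIP vs. CT12 Veh, 11 passed, 5 with an estimated correlation, and 10 to 12 without any 1 array. For CT12 Veh vs. CT10, 1 passed, 0 with an estimated correlation, 0 with fry, 4 with the global values, 2 without the arrays with few detected probes, and 2 to 4 without any 1 array.

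The replicate numbers were not treated as pairs, as the deviations of arrays of the same number had a mean correlation under the 0.1 asked for in each comparison. With so few arrays this does not settle whether they pair the samples, and the text and labels read here do not say what the numbers stand for. With the replicate block the counts were 159 for CT16 VIP vs. CT12 VIP, 180 for CT16 VIP vs. CT12 Veh, 145 for CT12 VIP vs. CT10 and 137 for CT16 VIP vs. CT10, and 870 for CT12 VIP vs. CT12 Veh, and 4 lists passed for CT12 Veh vs. CT10. The changes of Sik1, Msmo1 and Atp5b from 2 h to 6 h no longer passed (adjusted p = 0.0832, adjusted p = 0.0516 and adjusted p = 0.136).

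Of the comparisons of named genes, 111 passed, and 88 with neqc, 100 with log2 quantile normalisation, 111 with the global values, 108 with the mean of a gene's probes and 98 to 102 without 1 array of a group. A block for the BeadChip was not run, as the chip of each array is not named, nor was the CRE motif search. The signal over background limits the dim genes, which have only a bound.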

Differences from the paper's values

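None of the counts and shares that the paper states for these comparisons differed by more than 1.5 times from the values of the main fits. For the 2 pairwise counts, the main fits used the authors' own normalised values. On neqc values the counts of 738 and 342 became 487 and 175, which lie beyond that limit. The paper does not name the comparisons behind its total of regulated transcripts, for which the 6 comparisons gave 1248 probes.

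The paper states that Sik1 did not respond to VIP. Sik1 rose by 0.79 after 2 h (SE 0.07, adjusted p = 3.46e-07), and 4 of 4 CT12 VIP arrays lay above each CT12 Veh array. In the 5 alternatives set before the data were examined (neqc, log2 quantile normalisation, global values, replicate block and mean of probes) the difference was 0.76 to 1.90 (adjusted p = 5.51e-08 to 0.00051), and the rise also passed without any 1 array (adjusted p up to 5.16e-06). None of these settings reached the paper's statement.

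The paper gives Per1 and Dusp4 as examples of transcripts that decreased again by CT16. Dusp4 fell by 0.62 between the VIP groups at 1 of its 3 probes (SE 0.088, adjusted p = 0.00146), with 4 of 4 CT16 VIP arrays below each CT12 VIP array. The change of Per1 was -0.24 (SE 0.091, adjusted p = 0.268), and its arrays overlapped between the groups. Over the 5 alternatives the adjusted p of Per1 was 0.223 to 0.442, and in the fit of all arrays on the global values it was 0.125, so none of these passed the threshold. The paper also reports qPCR on independent samples, in which most tested genes rose and later declined. It was not analysed here.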

Other observations

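All of the tests of this part were set before the result was seen, apart from the list of motile cilia genes at 6 h. The splits at an unadjusted p were added later, before the counts of the other splits were seen.

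Each comparison was repeated for the 35 ways to split its 8 arrays into 2 groups of 4. For CT12 VIP vs. CT12 Veh, only the real split gave as many as 738 probes (highest other split 9). The same held for the 342 of CT16 VIP vs. CT12 VIP (9) and the 414 of CT16 VIP vs. CT12 Veh (8). It held too for the 453 of CT12 VIP vs. CT10 (0) and the 445 of CT16 VIP vs. CT10 (1). A share of 1 in 35 is the smallest that such a test can give. The other splits mix the 2 groups, so their low counts do not show what unchanged groups would give. The count decides nothing for CT12 Veh vs. CT10, where limma passed 0 probes (1 with log2 quantile normalisation), so that all 35 splits must give as many (highest other 2). There, 1130 probes had an unadjusted p under 0.05, and chance cannot be excluded for these, as 10 splits gave as many (highest other 1862). For the number of lists past camera, the real split gave the most after 2 h (16, 1 split as large). Another split gave 14, so this count decides little. Chance cannot be excluded from 2 h to 6 h (6, highest other 8, 7 splits), for CT16 VIP vs. CT12 Veh (11, highest other 12, 3 splits) or for CT12 Veh vs. CT10 (1, highest other 7, 31 splits).

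Of 24 measured genes of the cAMP machinery, 5 rose after 2 h of VIP, 1 fell and 18 did not pass the test (5 higher and 3 lower when adjusted over the list alone). The set was higher by camera (adjusted p = 0.0302, and adjusted p = 0.0918 with an estimated correlation). The phosphodiesterase genes Pde4d, Pde4b and Pde4a rose by 1.40 (SE 0.12, adjusted p = 1.71e-07) at 1 of its 2 probes, 0.73 (SE 0.089, adjusted p = 2.24e-05) and 0.71 (SE 0.08, adjusted p = 9.22e-06), with all 4 CT12 VIP arrays above each CT12 Veh array, CT12 VIP 1 above its group for Pde4b and CT12 Veh 2 above its group for Pde4a. Rgs2 and Akap12, named after their values were seen, rose as well. Rapgef3 fell by 0.35 (SE 0.095, adjusted p = 0.042). This call was lost with neqc and log2 quantile normalisation and without CT12 Veh 2 or 4 or CT12 VIP 1, 2 or 4 (adjusted p up to 0.127). From 2 h to 6 h, 0 of 27 passed limma's test (1 higher and 4 lower at an unadjusted p under 0.05), and against CT12 Veh the same 3 phosphodiesterase genes were the 3 of 24 that rose at 6 h.

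Of 30 measured targets of CREB, 1 rose from 2 h to 6 h (Vgf), 11 fell and 18 did not pass (4 higher and 17 lower when adjusted over the list alone, adjusted p = 3.56e-14, and adjusted p = 0.00881 with an estimated correlation). At 6 h against CT12 Veh, 13 of 28 were higher and 0 lower (19 and 1 when adjusted over the list alone, adjusted p = 8.63e-22, and adjusted p = 0.00415 with an estimated correlation).

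Of 22 measured chemokine and cytokine genes, 5 rose from 2 h to 6 h, 7 fell and 10 did not pass (6 higher and 9 lower when adjusted over the list alone), and the set did not pass (adjusted p = 0.081). Cxcl1, below background in CT16 VIP, fell at least 3.06-fold (adjusted p = 4.91e-06), with CT16 VIP 4 apart from its group and all 4 CT16 VIP arrays below each CT12 VIP array. Of 22 measured heparin-binding genes, 4 rose, 4 fell and 14 did not pass (adjusted p = 0.316 for the set). At 6 h against CT12 Veh, 6 of 20 heparin-binding genes were higher and 0 lower (8 and 1 when adjusted over the list alone, adjusted p = 0.000156, and adjusted p = 0.0328 with an estimated correlation). In that comparison, 3 of 14 genes of cholesterol synthesis were higher, namely Hsd17b7, Pmvk and Msmo1 (7 when adjusted over the list alone, adjusted p = 1.02e-07, and adjusted p = 0.00682 with an estimated correlation). Between the VIP groups, Msmo1 was the 1 of 14 that rose, by 0.40 (SE 0.077, adjusted p = 0.0137). That call was lost with neqc, with log2 quantile normalisation and with the replicate number as a block. It was also lost without CT12 VIP 2 or 3 (adjusted p up to 0.0662).

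The other lists did not pass camera after 2 h of VIP. Of 10 oligodendrocyte markers, 1 rose, namely Pdgfra, by 0.63 (SE 0.15, adjusted p = 0.0182), and the set had an adjusted p = 0.0632. Its call was lost with neqc and log2 quantile normalisation and without CT12 Veh 3 or CT12 VIP 4 (adjusted p up to 0.0683), and CT10 5 lay above its group. Of 18 genes of cell stress, Ddit4 fell (adjusted p = 0.391 for the set). Limma passed 0 of 10 astrocyte markers (adjusted p = 0.919 for the set, 1 lower at an unadjusted p under 0.05), 0 of 8 microglia markers (adjusted p = 0.341, 2 lower) and 0 of 3 mural cell and fibroblast markers (adjusted p = 0.603, 1 higher). The 1 measured endothelial marker did not pass limma's test either (adjusted p = 0.603 by camera).

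Of 38 measured genes that the paper names, 32 rose after 2 h, 1 fell (Dbp) and 5 did not pass (adjusted p = 2.8e-61, and adjusted p = 0.000312 with an estimated correlation), and of 10 measured genes of its qPCR, 9 rose and 1 fell (adjusted p = 5.86e-24, and adjusted p = 0.000384 with an estimated correlation). From 2 h to 6 h, 3 of 39 rose and 13 fell (adjusted p = 8.28e-08, and adjusted p = 0.00695 with an estimated correlation), and 1 of 10 rose and 5 fell (adjusted p = 2.69e-06, and adjusted p = 0.0195 with an estimated correlation). Against CT12 Veh at 6 h, 17 of 38 were higher and 1 lower (adjusted p = 1.19e-20, and adjusted p = 0.00679 with an estimated correlation), and 5 of 10 were higher and 1 lower (adjusted p = 6.44e-09, and adjusted p = 0.00682 with an estimated correlation). The genes that the paper names come from its report on these samples. For the qPCR genes, picked to check these arrays, the paper gives rhythmic expression and SCN enrichment as criteria. Neither set is taken as independent evidence.

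Of 70 measured genes of motile cilia, a list written after the largest falls were seen, 3 were lower at 6 h than in CT12 Veh and 0 higher (22 lower when adjusted over the list alone). The set was lower by camera (p = 1.91e-15), but with an estimated correlation it did not pass (p = 0.0818).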
